# H/ACA snRNP–dependent ribosome biogenesis regulates translation of polyglutamine proteins

**DOI:** 10.1126/sciadv.ade5492

**Published:** 2023-06-21

**Authors:** Shane M. Breznak, Yingshi Peng, Limin Deng, Noor M. Kotb, Zachary Flamholz, Ian T. Rapisarda, Elliot T. Martin, Kara A. LaBarge, Dan Fabris, Elizabeth R. Gavis, Prashanth Rangan

## Abstract

Stem cells in many systems, including *Drosophila* germline stem cells (GSCs), increase ribosome biogenesis and translation during terminal differentiation. Here, we show that the H/ACA small nuclear ribonucleoprotein (snRNP) complex that promotes pseudouridylation of ribosomal RNA (rRNA) and ribosome biogenesis is required for oocyte specification. Reducing ribosome levels during differentiation decreased the translation of a subset of messenger RNAs that are enriched for CAG trinucleotide repeats and encode polyglutamine-containing proteins, including differentiation factors such as RNA-binding Fox protein 1. Moreover, ribosomes were enriched at CAG repeats within transcripts during oogenesis. Increasing target of rapamycin (TOR) activity to elevate ribosome levels in H/ACA snRNP complex–depleted germlines suppressed the GSC differentiation defects, whereas germlines treated with the TOR inhibitor rapamycin had reduced levels of polyglutamine-containing proteins. Thus, ribosome biogenesis and ribosome levels can control stem cell differentiation via selective translation of CAG repeat–containing transcripts.

## INTRODUCTION

Understanding how stem cells self-renew and differentiate is crucial to understanding the mechanisms of development and disease (*1*). Defects in ribosome biogenesis can impair stem cell differentiation and lead to diseases collectively called ribosomopathies (*2*–*5*). Protein synthesis often increases during stem cell differentiation (*6*–*8*), and inhibiting translation by modulating target of rapamycin (TOR) activity blocks terminal differentiation of various stem cells (*6*, *8*–*10*). Nevertheless, how ribosome levels and translation control differentiation remains incompletely understood. In the ribosomopathy Diamond-Blackfan anemia, mutations in ribosomal proteins limit the pool of available ribosomes, which alters the translation of a select subset of transcripts in hematopoietic stem and progenitor cells, leading to impaired erythroid lineage commitment (*11*).

RNAs are extensively modified by posttranscriptional modifications (PTMs), including pseudouridylation (*12*, *13*). The ribosomal RNA (rRNA) pseudouridine synthase subunit DKC1 is mutated in the ribosomopathy X-linked dyskeratosis congenita, an inherited bone marrow failure syndrome that is sometimes associated with impaired neurodevelopment (*14*). DKC1 is a member of the small nucleolar RNA–guided H/ACA small nuclear ribonucleoprotein (snRNP) complex, which deposits pseudouridine on rRNA at functionally important sites of the ribosome to promote ribosome biogenesis (*15*). Mutations in DKC1 [nucleolar protein at 60B (Nop60B) in *Drosophila*] can also impair ribosome binding to transfer RNAs (tRNAs) and to internal ribosomal entry sites from yeast to humans (*16*). Nevertheless, how H/ACA snRNP complex dysfunction generates tissue-specific defects remains unclear.

During *Drosophila* oogenesis, differentiation of a germline stem cell (GSC) to an oocyte is sensitive to both ribosome biogenesis and translation (*1*, *6*, *8*, *9*, *17*). Oogenesis occurs in ovarioles, beginning with the GSCs in the germaria (Fig. 1A). The GSCs undergo asymmetric cell division to self-renew and give rise to daughter cells called cystoblasts (CBs) (*18*, *19*). During CB differentiation, the CB undergoes four incomplete mitotic divisions giving rise successively to 2-, 4-, 8-, and, finally, 16-cell cysts (*20*). One cell in the 16-cell cyst stage becomes the oocyte, while the remaining 15 cells become nurse cells that support the growing oocyte (Fig. 1A) (*21*). The GSCs and the CBs are marked by a round cytoskeletal structure called the spectrosome, while the cysts are marked by a branched structure called the fusome (*22*). The 16-cell cyst becomes encapsulated by somatic cells to create an egg chamber that then goes through progressive development to produce a mature egg (Fig. 1A) (*21*).

**Fig. 1.**
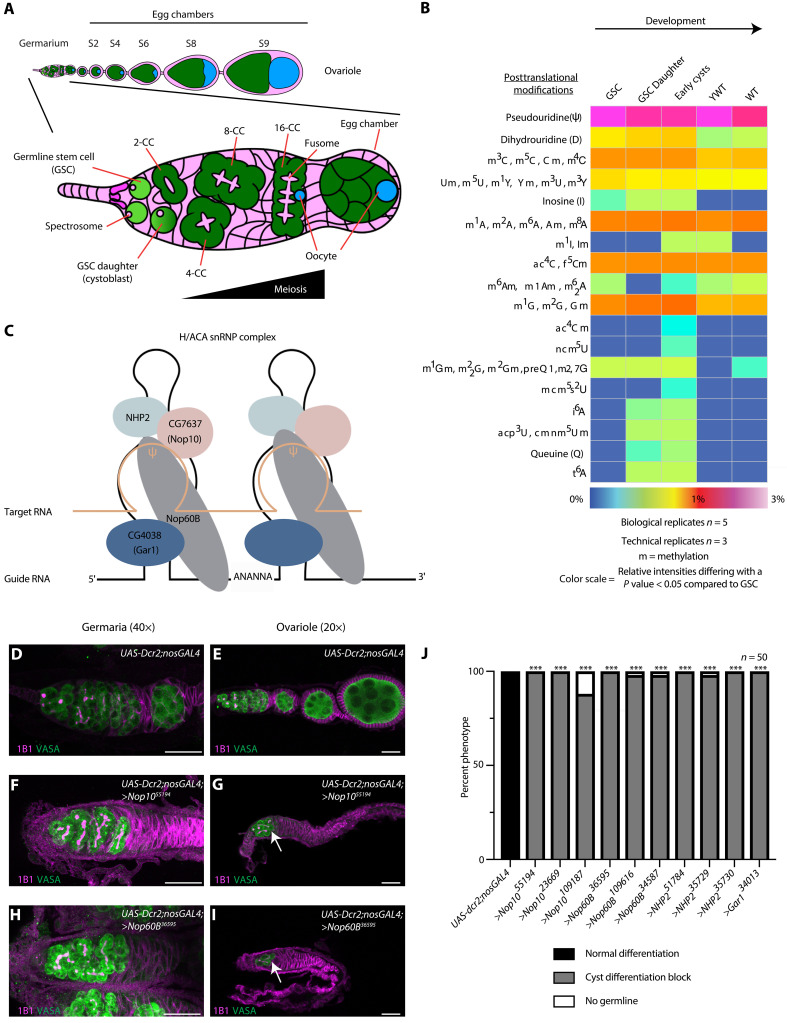
Pseudouridine is a critical modification required for oogenesis. (**A**) Schematic of *Drosophila* ovariole (top) and germarium (bottom). (**B**) Heatmap of mass spectrometry analysis of RNA modifications at each developmental stage (as described in Materials and Methods). A cold-hot gradient covers relative abundances from 0 to 3%. The different colors also express variations of relative abundance from the GSC column with a *P* < 0.05 statistical significance. (**C**) Schematic of the H/ACA snRNP complex comprising CG4038 (Gar1) (dark blue), Nop60B (gray), NHP2 (light blue), and CG7637 (Nop10) (salmon). (**D** to **I**) Confocal image of germarium of *UAS-Dcr2;nosGAL4* (D and E), *Nop10* germline depletion (F and G), and *Nop60B* germline depletion (H and I) stained with anti1B1 (magenta) and anti-Vasa (green) antibodies. Images were taken at either 40× (germaria) or 20× (ovariole). The white arrow marks cyst defect. Scale bars, 20 μm. (**J**) Quantification of oogenesis defect phenotypes. Statistical analysis performed with Fisher’s exact test (*n* = 50, ***P < 0.0001).

In the CB, expression of Bag of marbles (Bam) promotes the progression from CB to an 8-cell cyst stage where expression of RNA-binding Fox protein 1 (Rbfox1) and Bruno 1 (Bru1) are required to specify an oocyte (*23*, *24*). In parallel, several cells in the cysts initiate recombination that is mediated by the synaptonemal complex, which includes proteins such as crossover suppressor on 3 of Gowen [c(3)G], but only the specified oocyte commits to meiosis (*25*, *26*). Rbfox1 is critical not only for female fertility but also for neurological functions and is sensitive to levels of ribosomes during *Drosophila* oogenesis (*23*, *27*, *28*). Why some transcripts encoding differentiation factors, such as Rbfox1, are sensitive to ribosome levels is not known.

## RESULTS

### RNA modifications are dynamic and essential for oogenesis

We aimed to identify dynamic RNA PTMs during oogenesis. Therefore, we enriched for five stages of oogenesis {1, GSCs; 2, GSC daughter/CBs; 3, early cysts; 4, germaria and early-stage egg chambers [young wild type (YWT)]; and 5, late-stage egg chambers [wild type (WT)]}, which are critical milestones of germline development (*19*, *29*, *30*). We performed tandem mass spectrometry on total RNA extracted from each of the enriched stages (fig. S1, A and B) (*19*, *29*, *30*). For each enriched developmental stage, we performed five biological replicates, each with three technical replicates. We identified 18 groups of RNA PTMs represented by distinct mass-to-charge ratios, composed of 42 distinct RNA PTMs from a total of 172 known PTMs (Fig. 1B and table S1). Pseudouridine, which is the most frequent PTM in RNA (*31*), was the most abundant modification at all stages, followed by the monomethylations of the canonical RNA bases (Fig. 1B and table S1). Furthermore, we found a cohort of RNA PTMs, including inosine and dihydrouridine, that were not previously described during oogenesis (Fig. 1B and table S1). Most RNA PTMs, including pseudouridine, were dynamic during GSC differentiation into an oocyte (Fig. 1B and table S1).

To determine whether the RNA modifications play a role in germline development, we performed an RNA interference (RNAi) screen using a germline-specific *nanos-GAL4* driver and *UAS-RNAi* lines to deplete RNA-modifying enzymes in the germline, followed by immunostaining for Vasa, a germline marker, and 1B1, a marker of the somatic cell membranes, spectrosomes, and fusomes (*32*, *33*). We screened 33 unique genes annotated and predicted to be involved in RNA modification, using more than one independent *UAS-RNAi* line when available for a total of 48 lines. Of the 33 distinct gene knockdowns, 2 resulted in loss of the germline, 14 in germarium defects, and 3 in egg chamber defects (table S2).

### The pseudouridine-depositing H/ACA snRNP complex is required for oocyte specification

Among the genes whose knockdown caused defects in germaria, we found all four encoding components of the rRNA pseudouridine synthase, the H/ACA snRNP complex: the catalytic subunit Nop60B and complex members CG7637 (Nop10), CG4038 (Gar1), and NHP2 (Fig. 1C and table S2). Germline depletion of Nop60B in the background of a green fluorescent protein (GFP)–tagged Nop60B under endogenous control led to significantly reduced GFP levels in the germline (fig. S2, A to C), verifying knockdown of *Nop60B*. In addition, reverse transcription quantitative polymerase chain reaction analysis revealed significantly reduced levels of *Nop10* and *Nop60B* mRNAs upon germline knockdown (fig. S2D). Depletion of the H/ACA snRNP complex components did not result in a germline viability defect but rather a specific loss of GSCs and a cyst differentiation defect. Previously, it has been shown that reduced ribosome biogenesis results in the loss of GSCs and a GSC abscission defect rather than a cyst differentiation defect (*6*, *9*). Here, we focus on the cyst differentiation defect that results upon depletion of the H/ACA snRNP complex. Specifically, transition from the 8-cell cyst stage to an egg chamber was blocked, as measured by the accumulation of 8-cell cysts (Fig. 1, D to J; fig. S2, E to O; and table S2) (*6*, *34*), which led to an absence of egg chambers and, in turn, sterility (fig. S2P). We found that depletion of Nop60B resulted in a severe defect compared to other members of the H/ACA snRNP complex. This could be due to either Nop60B being the catalytic subunit of the H/ACA snRNP or the efficiency of RNAi. Thus, the H/ACA snRNP complex is required in the female germline for proper cyst differentiation.

We further investigated the role of the H/ACA snRNP complex in cyst differentiation by analyzing control and H/ACA snRNP complex germline–depleted ovaries carrying the differentiation reporter, BamGFP. We also stained ovaries for Vasa, 1B1, and the cyst-differentiation factors, Rbfox1 or Bru1 (*18*, *23*, *24*). We found that cysts lacking H/ACA snRNP complex members expressed BamGFP but had significantly reduced levels of Rbfox1 and Bru1 (Fig. 2, A to G, and fig. S3, A to D). Moreover, cysts lacking H/ACA snRNP complex components did not specify an oocyte, as cysts were devoid of localized Egalitarian (Egl), the oocyte determinant, and exhibited reduced expression of the synaptonemal complex component C(3)G (fig. S3, E to L) (*26*, *35*, *36*), consistent with a differentiation block.

**Fig. 2.**
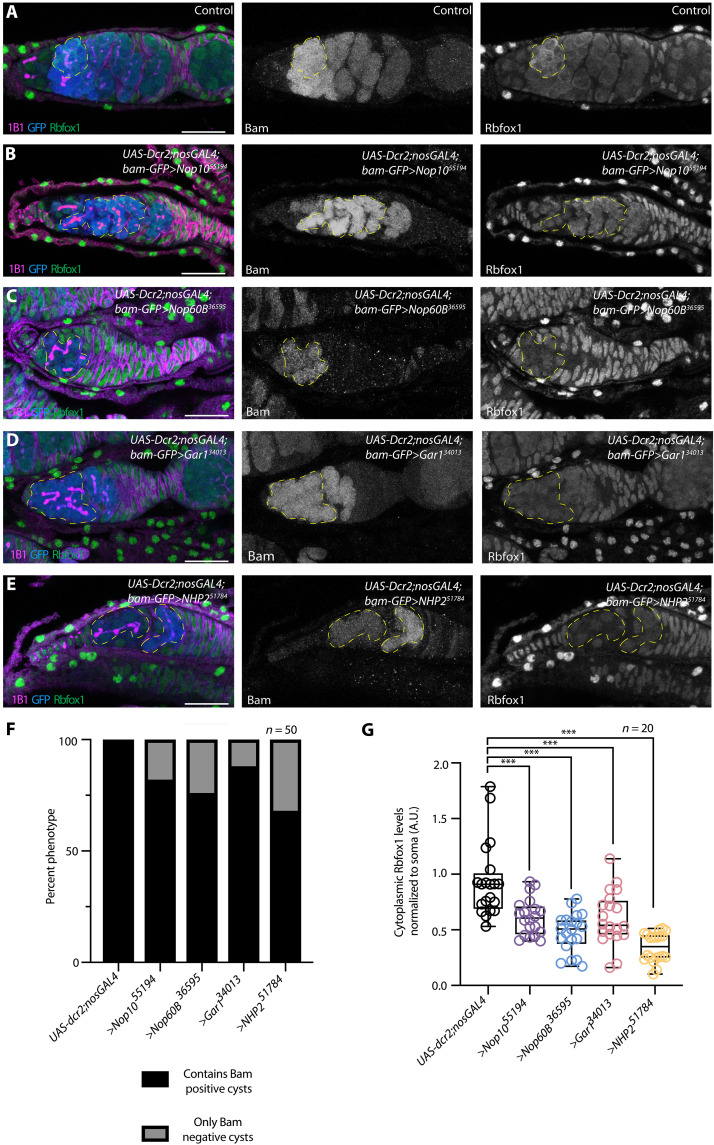
The H/ACA snRNP complex is required for proper cyst differentiation and meiotic progression. (**A** to **E**) *UAS-Dcr2;nosGAL4;bam-GFP* (A) and germline depletion of *Nop10* (B), *Nop60B* (C), *Gar1* (D), and *NHP2* (E) stained with anti-1B1 (magenta), anti-GFP (blue), and anti-Rbfox1 (green). GFP and Rbfox1 are shown in gray scale. Yellow dashed lines outline cysts that are positive for GFP but have lower Rbfox1 levels for all images. Scale bars, 20 μm. (**F**) Quantification of oogenesis defect phenotypes per genotype. Statistical analysis performed with Fisher’s exact test (*n* = 50, ***P < 0.0001). (**G**) Quantification of Rbfox1 levels normalized to soma for *Nop10*, *Nop60B*, *Gar1*, or *NHP2* germline depletion. Statistics were performed using Dunnett’s multiple comparisons test and post hoc test after one-way analysis of variance (ANOVA) (*n* = 20, ***P < 0.0001). A.U., arbitrary units.

To determine the specific stage of oogenesis that requires H/ACA snRNP complex activity, we first characterized the expression of Nop60B::GFP. Nop60B::GFP levels increased from the cyst stages to early egg chambers (fig. S4, A and B). Using a pseudouridine antibody, we observed a corresponding increase in pseudouridine levels from the 8-cell cyst to the newest egg chamber, and this increase depended on the H/ACA snRNP complex (fig. S4, C to G). Given these observations and that loss of H/ACA snRNP complex components resulted in an accumulation of 8-cell cysts (fig. S2O) (*34*), we hypothesized that the H/ACA snRNP complex is required in the cysts for the transition into an oocyte. To test this, we depleted *Nop60B* and *Nop10* in the cysts by RNAi using a *bamGAL4* driver, which is active in the 2- to 8-cell cyst stages. We observed an accumulation of cysts with significantly reduced levels of Rbfox1 (fig. S5, A to H) (*18*, *23*). Together, these data suggest that the H/ACA snRNP complex is required in the cyst stages for the final mitotic division to produce a 16-cell cyst and for differentiation into an oocyte.

### The H/ACA snRNP complex promotes ribosome biogenesis and the translation of differentiation factors during oogenesis

The primary activity of the H/ACA snRNP complex is to deposit pseudouridine on rRNA, thereby promoting ribosome biogenesis in the nucleolus (*37*). Nop60B::GFP colocalized with fibrillarin in the nucleolus as previously observed (fig. S6, A and B) (*38*). In addition, loss of Nop10 and Nop60B resulted in cysts with hypertrophic nucleoli as compared to WT cysts, suggesting a ribosome biogenesis defect (fig. S6, C to F) (*6*, *10*). Loss of DKC1, dyskerin pseudouridine synthase 1, or Nop60B in S2 cells resulted in the accumulation of rRNA intermediates, suggesting that the H/ACA snRNP complex plays a role in rRNA maturation and ribosome biogenesis (*6*). To verify that the H/ACA snRNP complex deposits pseudouridine on rRNA during oogenesis, we coimmunopurified the 40*S* and 60*S* ribosomal subunits from the germline, using a germline-enriched hemagglutinin (HA)–tagged ribosomal protein RpS5b (fig. S6, G to I) (*39*, *40*). Mass spectrometry analysis showed that loss of the H/ACA snRNP complex member Nop10 led to a significant decrease of pseudouridine on rRNA relative to controls (Fig. 3A and table S3). In addition, we observed a decrease in both the 40*S* and 60*S* subunits and in polysomes of Nop60B-depleted ovaries as compared to controls (Fig. 3B) (*41*), suggesting a ribosome biogenesis defect upon loss of the H/ACA snRNP complex. Thus, consistent with previous findings, the H/ACA snRNP complex deposits pseudouridine on rRNA to promote ribosome biogenesis in the germline.

**Fig. 3.**
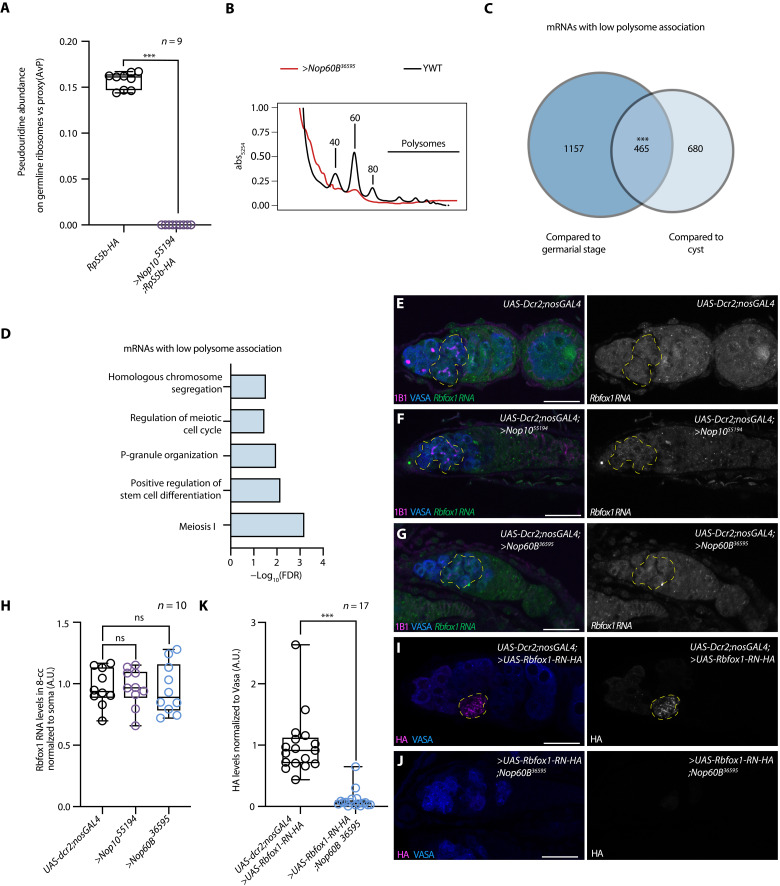
The H/ACA snRNP complex is required for translation of meiotic mRNAs. (**A**) Mass spectrometry analysis of rRNA from germline ribosomal pulldowns. Statistics was performed using *t* test. For each genotype, at least two biological replicates were analyzed, with three technical replicates each (***P < 0.0001). (**B**) Polysome traces for YWT (*UAS-Dcr2;nosGAL4*) (black) and *Nop60B* germline depletion (red). Nop60B is required for proper ribosome biogenesis as loss of Nop60B results in 40*S* and 60*S* defects and reduction of polysomes compared to control. (**C**) Venn diagram illustrating overlap of Nop60B-polysome ≤2-fold less association with the ribosome (*n* = 2, *e* < 2.87 × 10^−192^, hypergeometric test). Germarial stages consist of ovaries from young *UAS-Dcr2;nosGAL4*, while the cyst stages are from *bam RNAi; hs-bam* (enrichment described in Materials and Methods). (**D**) Significant biological process GO terms of shared lowly associated mRNAs in *Nop60B*. (**E** to **G**) In situ hybridization to *Rbfox1* RNA (green/gray) and staining with anti-1B1 (magenta) and anti-Vasa (blue) antibodies in *UAS-Dcr2;nosGAL4* (E) and *Nop10* germline depletion(F) or *Nop60B* germline depletion(G). Yellow dashed lines outline *Rbfox1* RNA. (**H**) *Rbfox1* RNA levels in *Nop10* and *Nop60B* germline depletions normalized to soma. Statistics were performed using Dunnett’s multiple comparisons test and post hoc test after one-way ANOVA (*n* = 10, ns, *P* > 0.9999 and *P* = 0.9792, respectively). (**I** and **J**) Germarium of *UAS-Dcr2;nosGAL4* driving *UAS-Rbfox1-RN-HA* (I) and UAS-Dcr2;nosGAL4 driving *Rbfox1-RN-HA* in the background of *Nop60B* germline depletion (J). Germaria stained with anti-Vasa (blue) and anti-HA (magenta) antibodies. (**K**) HA levels in control and *Nop60B* germline depletion normalized to Vasa. Statistics were performed using unpaired *t* test (*n* = 17, ***P < 0.0001). Yellow dashed lines outline Rbfox1-RN-HA.

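Polysome sequencing measures which mRNAs sediment with multiple ribosomes on a sucrose gradient. A share of each lysate (20%) was kept as input, so that the polysome fraction can be set against the mRNA present in the whole ovary. The deposited data held 12 libraries from 3 genotypes, with input and polysome fractions in 2 replicates each. Germline depletion of Nop60B used RNA interference. The germarial control was ovaries of young UAS-Dcr2;nosGAL4 females (YWT), which, like the depleted ovaries, were dissected within 2 hours of eclosion. The cyst control was bam RNAi;hs-bam, in which repeated heat shocks at 37°C, of 2 hours each, induce bam and release cysts into differentiation. The authors aligned 75-bp reads from poly(A)-selected RNA to dm6 and deposited raw counts per FlyBase gene. Totals ranged from 2780781 counts in replicate 1 of the cyst control polysomes to 21626125 in replicate 2 of the germarial control polysomes, with a median of 13615213. Values are given in CPM after edgeR's TMM normalization, and fold changes came from edgeR's quasi-likelihood test on the 10035 genes kept by its expression filter.

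The depleted mRNA itself was examined first. Nop60B (FBgn0259937) lies on chromosome 2R of dm6 from 24174877 to 24186343 and holds 7 annotated snoRNA genes on the same strand, whose reads the counting may have assigned to either. Its mRNA was at 1665 ± 158 CPM in the germarial control input and 1798 ± 154 in its polysomes (SD, n = 2). Upon Nop60B depletion it was at 453.7 ± 11.1 CPM in the input and 469.5 ± 4.83 in polysomes. The log2 fold change against the germarial control was -1.88 in the input (standard error 0.38, edgeR adjusted p = 0.0242) and -1.94 in polysomes (standard error 0.38, edgeR adjusted p = 0.0155). In the cyst control, Nop60B mRNA was at 541.6 ± 291 CPM in the input and 533.3 ± 38.7 in polysomes. Against that control its log2 fold change was -0.26 in the input (adjusted p = 0.746) and -0.18 in polysomes (adjusted p = 0.766). Other mRNAs of the complex, which were not targeted, also fell against the germarial control. Gar1 and NHP2 changed by -1.51 and -1.27 in the input and by -2.01 and -1.94 in polysomes, and Nop10 by 0.97 and -0.84. The fall of Nop60B in whole ovaries is thus not specific to the target and does not by itself show the knockdown. Replicates were closest in the germarial control inputs, with a Pearson correlation of log CPM across genes of 0.981, and furthest apart in the cyst control polysomes, at 0.790. Of the 6987 genes with at least 10 CPM on average, 2581 differed at least 4-fold between the cyst control polysome replicates, against 58 in the germarial control polysomes and 288 in the Nop60B-depleted polysomes.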

To test whether loss of the H/ACA snRNP complex and consequent aberrant ribosome biogenesis affects mRNA translation during oogenesis, we performed polysome sequencing of ovaries depleted of Nop60B in the germline and of gonads enriched for cyst stages (*9*, *19*, *29*). As enriching for early cyst stages includes a heat shock step (see Materials and Methods), we also analyzed early-stage egg chambers to control for heat shock effects. 

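The heat shock was visible in the counts. Of 17 heat shock genes listed in advance, 14 were measured, and all 14 were higher in the cyst control input than in the germarial control input. Their mean log2 fold change exceeded that of the other genes by 3.39, which did not pass the threshold of limma's camera test with its estimated inter-gene correlation (p = 0.0620 unadjusted and 0.239 after Benjamini-Hochberg adjustment over 56 tests). Among single genes, Hsp23 had a log2 fold change of 9.04 (edgeR adjusted p = 0.00410), Hsp26 of 4.74 (adjusted p = 0.00838) and Hsp68 of 5.65 (adjusted p = 0.00838). Hsp83, which was already abundant without heat shock, had a log2 fold change of 0.31 (adjusted p = 0.683). Hsp23 mRNA in polysomes was higher upon Nop60B depletion than in the germarial control (log2 fold change 2.92) and lower than in the cyst control (log2 fold change -6.80). Of the 14 genes, 4 (Hsp26, Hsp27, Hsp67Bc and Hsp70Bb) were reduced in Nop60B-depleted polysomes against both controls. The Hsp70 genes are near-identical copies, so reads may have been assigned to any of them or left out.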

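The polysome fraction of Nop60B-depleted ovaries was compared directly with that of each control, at a fold change of at least 2 and an unadjusted P under 0.05. Against the germarial control, 1176 mRNAs were reduced and 1413 were increased. Against the cyst control, 1671 were reduced and 987 were increased. A total of 649 mRNAs were reduced against both controls, where 196 would overlap by chance if the comparisons were independent. They share the Nop60B-depleted libraries and are not. With a Benjamini-Hochberg adjusted p-value under 0.05 in each comparison, 161 reduced and 204 increased mRNAs remained. These P values rest on a spread shared over all 12 libraries, although the cyst control polysome replicates differed most. Those against the cyst control may thus be too small. When each comparison was fitted on its own libraries alone, 574 mRNAs were reduced and 432 increased against the cyst control. Against the germarial control, 1375 and 1574 were. In that fit 220 mRNAs were reduced against both controls, and 206 of them were among the 649.

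The mRNAs with the largest reductions among those past the adjusted threshold had no counts at all in either Nop60B-depleted polysome library. Their folds are given as bounds set at 3 counts, which cover counting error only. Those libraries had counts for 8542 and 8525 genes, against 10422 and 10997 in the shallower inputs. In their replicates 1 and 2, fs(1)N was at 0 and 8.1 CPM and rhi at 0 and 6.0 CPM. With such a spread between replicates, the true folds may be smaller than these bounds. Targ3 (FBgn0085290, chromosome 3L from 21196831 to 21197738, which overlaps park and Targ1 on the other strand) was at least 95.9-fold lower than in the germarial control and at least 281-fold lower than in the cyst control. Trf4-2 was at least 94.2-fold and 138-fold lower, upd1 at least 57.7-fold and 164-fold, slx1 at least 34.0-fold and 140-fold, and CG4666 at least 31.4-fold and 139-fold. These bounds use the mean of the control replicates, which differed widely in the cyst control polysomes for some genes. In replicates 1 and 2, upd1 was at 57.4 and 2.96 CPM there, and Trf4-2 at 3.62 and 47.4. Reads of slx1 may be shared with MED31, which overlaps it on the same strand. Among the increased mRNAs, Hml (FBgn0029167, chromosome 3L from 13846054 to 13860001), which encodes hemolectin, was at 1116 ± 246 CPM in Nop60B-depleted polysomes and 20.32 ± 6.85 in those of the germarial control (SD, n = 2). Its log2 fold change was 5.78 against the germarial control (edgeR adjusted p = 0.00202) and 5.50 against the cyst control (adjusted p = 0.00117). NimC2 had log2 fold changes of 8.30 and 5.97, and CtsK2 of 6.07 and 7.07, against the germarial and cyst controls. CG14569 was at least 211-fold higher than in the germarial control polysomes, and CG33458 at least 43.4-fold higher than in the cyst control polysomes, where these mRNAs were at or under 3 counts. All of the increased mRNAs named here were also higher in the input against both controls. The log2 fold changes in the input were 4.88 and 4.14 for Hml, 5.61 and 3.08 for NimC2, and 5.05 and 6.45 for CtsK2. Their rise in polysomes thus does not show a gain in polysome association beyond the mRNA level.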

We detected 465 mRNAs with a reduced polysome association in *Nop60B*-knockdown versus the controls, whereas 638 mRNAs showed an increased polysome association (Fig. 3C and fig. S7, A to C). These data suggest that the H/ACA snRNP complex regulates the synthesis of a cohort of proteins. 

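The same contrasts were computed in the input fractions. Against both controls, 258 mRNAs were reduced and 510 were increased in the input at the same fold change and unadjusted P, and 49 and 112 after Benjamini-Hochberg adjustment. Of the 649 mRNAs reduced in polysomes, 509 (78.4%) also had a lower input level against both controls, and 297 (45.8%) were at least 2-fold lower in the input against both. The median log2 fold change of the 649 mRNAs was -3.76 in polysomes and -1.24 in the input against the germarial control, and -3.99 and -1.47 against the cyst control. Of the 612 mRNAs increased in polysomes, 588 (96.1%) also had a higher input level against both controls. Across genes, which are not independent replicates, the log2 fold changes in polysomes and input had a Pearson correlation of 0.605 against the germarial control and 0.632 against the cyst control.

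Polysome association relative to mRNA level was tested as the difference between the change in polysomes and the change in input. Against both controls, this ratio was reduced for 149 mRNAs and increased for 10 at an unadjusted P under 0.05, and for 0 and 0 after Benjamini-Hochberg adjustment. In simulated counts with the same depths and 1 spread per gene for all groups, an average of 106.7 unchanged genes per simulation were called in the ratio against both controls. These chance calls were counted in either direction, not separately. Chance without a preferred direction would give similar numbers of reduced and increased mRNAs. The 149 reduced beside 10 increased argue against such chance calls as the source of most of the reduced mRNAs. A lopsided share of chance calls was not tested and is not excluded. In the same simulations, 39.8% of mRNAs lowered 4-fold in Nop60B-depleted polysomes alone were detected by the ratio and 63.4% by the direct comparison. The lowered mRNAs were drawn from those with a mean of at least 10 CPM. Input and polysome libraries of one replicate came from the same lysate, and in the cyst control the deviations of replicate 1 from replicate 2 were correlated between the fractions (r = 0.286 across genes). With each lysate as a block, 69 mRNAs had a reduced ratio and 17 an increased one. Of the 649 mRNAs reduced in polysomes, 115 were also reduced in the ratio, and 1 of the 612 increased mRNAs was also increased in it. From the mRNAs with changed polysome association, the paper proposes that the complex controls the production of a group of proteins.

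**Figure D1:**
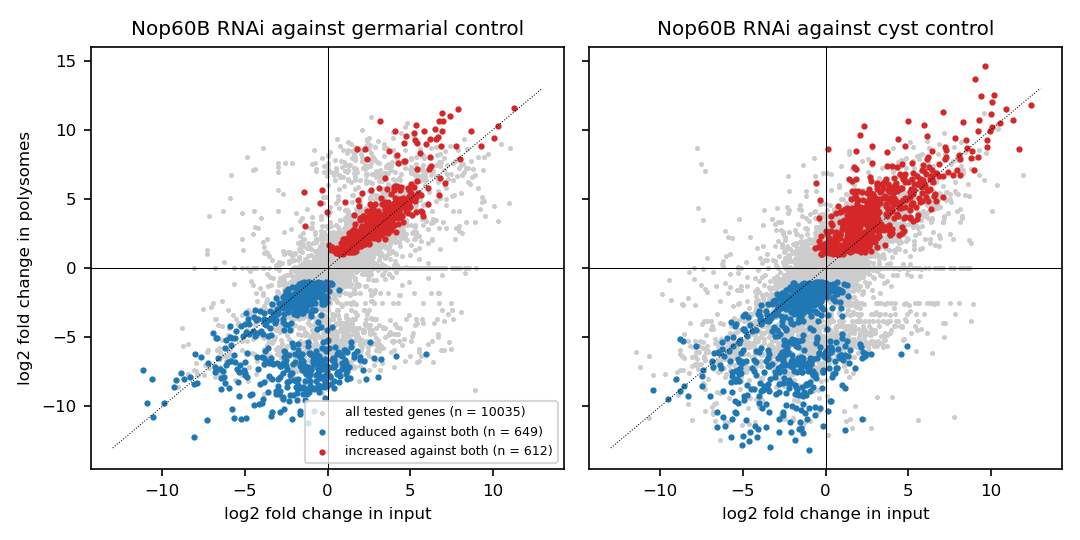
Log2 fold change of each of 10035 tested genes in the input (horizontal axis) and in polysomes (vertical axis) of Nop60B-depleted ovaries against the germarial control and the cyst control, with mRNAs reduced in polysomes against both controls in blue (649) and increased in red (612). The dotted line marks equal changes in both fractions, and the correlation across genes was 0.605 against the germarial control and 0.632 against the cyst control.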

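Gene lists for meiosis, the mitotic cell cycle and the basement membrane, written before the counts were examined, were tested with limma's camera test on the polysome libraries. Of 43 measured meiosis genes, 9 were reduced in Nop60B-depleted polysomes against both controls (c(3)G, cona, gnu, mei-38, mei-W68, mtrm, narya, plu and spn-B) and 0 were increased. The difference between their mean log2 fold change and that of the other genes was -1.31 against the germarial control (adjusted p = 0.460) and -1.34 against the cyst control (adjusted p = 0.356). Of 49 measured mitotic cell cycle genes, 12 were reduced, among them CycA, stg, Bub1, Mcm2, Mcm5 and Mcm6, and 0 were increased. The mean difference of this list was -1.13 (adjusted p = 0.364) and -1.36 (adjusted p = 0.364) against the germarial and cyst controls. In the input, the differences were -1.55 and -1.86 for meiosis genes and -1.55 and -1.77 for mitotic genes. In the polysome-to-input ratio they changed sign, at 0.24 and 0.51 for meiosis genes and 0.42 and 0.41 for mitotic genes. Of 14 measured basement membrane genes, 10 were increased, including vkg, Col4a1, LanA and SPARC, and 1 (Loxl1) was reduced, with mean differences of 2.31 (adjusted p = 0.301) and 2.07 (adjusted p = 0.337). The values were adjusted by Benjamini-Hochberg over all 56 tests of 8 lists, and for these 3 lists no camera p-value in polysomes was under 0.05 before adjustment either. Of 7 measured genes of the synaptonemal complex, 2 were reduced (c(3)G and cona) and 0 were increased. The mean difference of this list in polysomes was -0.35 (adjusted p = 0.659) against the germarial control and -1.55 (adjusted p = 0.222) against the cyst control, and in the input -0.84 (adjusted p = 0.541) and -2.18 (adjusted p = 0.102). Before adjustment, its p-values against the cyst control were under 0.05 in both fractions.

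The mRNA of c(3)G (FBgn0000246, chromosome 3R of dm6 from 15789473 to 15792579) was at 25.45 ± 1.88 CPM in Nop60B-depleted polysomes and 148.7 ± 23.2 in those of the germarial control (SD, n = 2), and 115 and 50.7 in the replicates of the cyst control. Its log2 fold change in polysomes was -2.55 against the germarial control (standard error 0.44, edgeR adjusted p = 0.0113) and -1.70 against the cyst control (standard error 0.43, adjusted p = 0.0335). When only the libraries of the comparison were fitted, the change against the cyst control was -1.69 and its unadjusted P was no longer under 0.05. Its input level also fell, with log2 fold changes of -1.88 (adjusted p = 0.0370) and -1.30 (adjusted p = 0.103). The log2 change in its polysome-to-input ratio was -0.67 (standard error 0.59, adjusted p = 1) and -0.39 (standard error 0.59, adjusted p = 0.956). The mRNA of cona (FBgn0038612, chromosome 3R from 18385828 to 18386887) had log2 fold changes in polysomes of -1.88 (adjusted p = 0.112) and -2.73 (adjusted p = 0.0384). In the input these were -0.61 (adjusted p = 0.696) and -2.31 (adjusted p = 0.0883).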

Gene Ontology (GO) term analysis revealed that mRNAs with an elevated polysome association coded for proteins that promote mitotic cell cycle, whereas those with reduced polysome association coded for proteins that promote meiosis 1, meiotic cell cycle, and homologous chromosome segregation (Fig. 3D and fig. S7D), such as the synaptonemal complex members C(3)G and Corona (Cona), consistent with reduced C(3)G protein levels upon depletion of the H/ACA snRNP complex (fig. S3, I to L).

The levels of *Rbfox1* and *Bru1* mRNAs were not significantly reduced in the germline upon depletion of the H/ACA snRNP complex, as indicated by fluorescence in situ hybridization (Fig. 3, E to H, and fig. S7, E to K). To determine whether the H/ACA snRNP complex is required for translation of *Rbfox1* and *Bru1*, we used published fly lines that express the CDS of either Rbfox1 or Bru1 under control of the Upstream Activation Sequence (UAS)/GAL4 system (*23*, *42*). These proteins were detected in the control germaria but not in the H/ACA snRNP complex–depleted germaria (Fig. 3, I to K, and fig. S7, L to N), suggesting that their translation is impaired upon loss of the H/ACA snRNP complex.

We considered that the H/ACA snRNP complex is required for oogenesis due to its role in ribosome biogenesis. This hypothesis predicts that compromised ribosome biogenesis will phenocopy loss of H/ACA snRNP complex components. We impaired ribosome biogenesis by depleting ribosomal protein paralogs RpS10b and RpS19b in the germline, as the depletion of other ribosomal proteins that do not have paralogs results in GSC differentiation defects or loss of cyst stages that would mask the cyst differentiation block (*6*, *39*, *43*, *44*). Depletion of RpS10b and RpS19b phenocopied loss of H/ACA snRNP complex components, leading to a block in cyst differentiation and decreased levels of Rbfox1 and Bru1 proteins without a concomitant loss of their mRNAs (figs. S8, A to K, and S9, A to H). The H/ACA snRNP complex can also pseudouridylate mRNAs and tRNAs. However, immunopurification of pseudouridine did not enrich for the mRNAs with perturbed translation upon loss of the H/ACA snRNP complex (table S4), suggesting that these targets are not pseudouridylated. In addition, whereas the loss of the H/ACA snRNP complex blocked cyst differentiation, loss of tRNA pseudouridylation enzymes resulted in a different phenotype—loss of cyst stages (fig. S10, A to J). Thus, our data suggest that the H/ACA snRNP complex and pseudouridinylation are important for ribosome biogenesis during oogenesis.

### H/ACA snRNP complex–dependent differentiation factors are polyQ proteins

To identify shared properties among the mRNAs with reduced polysome association upon loss of the H/ACA snRNP complex, we performed a motif analysis of the 5′ untranslated regions (5′UTRs), coding sequence (CDS), and 3′UTRs of this subset of mRNAs compared to a set of control mRNAs. We observed a motif of repeating CAG nucleotides that was highly enriched in the CDS of downregulated transcripts compared to the control unregulated mRNAs (Fig. 4A). In addition, we found motifs that were enriched in the 3′UTRs or 5′UTRs of down-regulated transcripts, albeit in a smaller subset of RNAs (table S5). 

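Runs of CAG codons were counted in the reading frame of every annotated coding sequence of release 6 of the genome. A gene counted as positive when any of its coding sequences held 5 consecutive in-frame CAG codons. Among the 581 mRNAs with a coding sequence that were reduced in polysomes against both controls, 25 (4.30%, 95% Wilson interval 2.93 to 6.27) met this definition. Among the other 8735 tested coding genes, 443 (5.07%, 95% Wilson interval 4.63 to 5.55) did. The odds ratio was 0.842 (Fisher's exact test, two-sided p = 0.492). Against the 2541 tested genes that changed less than 2-fold with an unadjusted P of at least 0.05, the odds ratio was 1.08 (Fisher's exact test, two-sided p = 0.728). The motif search itself, in untranslated regions or coding sequences, was not repeated here.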

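At the protein level, a tract of 5 consecutive glutamines in any annotated isoform was found in 862 of 9316 tested coding genes (9.25%). Of the 581 mRNAs with reduced polysome association, 40 (6.88%) encoded such a tract, against 822 of the other 8735 (9.41%). The odds ratio was 0.712 (95% confidence interval 0.499 to 0.991, Fisher's exact test, two-sided p = 0.0455), so the tract was less frequent among the reduced mRNAs. With coding sequence length and mean expression in a logistic regression, the odds ratio was 0.792 and no longer passed the threshold. The median coding sequence of genes with the tract was 2904 nucleotides and that of the other tested genes 1290. Among mRNAs reduced in the input against both controls, 23 of 241 (9.54%) encoded the tract, an odds ratio of 1.04 (Fisher's exact test, two-sided p = 0.822).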

The CAG motifs in the down-regulated transcripts were in-frame, such that the encoded proteins are highly enriched in glutamine (Q) over a region of 21 amino acids (Fig. 4B). 

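Rbfox1 (FBgn0052062) lies on chromosome 3L of dm6 from 10481412 to 10594012 and overlaps CG6527 and S-Lap4, one of them on the same strand. All 9 of its annotated isoforms encode at least 5 consecutive glutamines, with a longest run of 8 to 16 depending on the isoform. The longest run covers residues 56 to 71 of isoform H, from 10568231 to 10568278, and is encoded by 11 CAG and 5 CAA codons (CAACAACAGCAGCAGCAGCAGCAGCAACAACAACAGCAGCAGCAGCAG). The bru1 gene (FBgn0000114) lies on chromosome 2L from 12175004 to 12313438 and overlaps atilla and CG31759. Of its 11 annotated isoforms, 3 encode 5 consecutive glutamines, at residues 118 to 122 of isoform B (12241431 to 12241445), in 4 CAG codons and 1 CAA codon (CAGCAACAGCAGCAG). The counts were made per gene and do not separate these isoforms.

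Rbfox1 mRNA in polysomes was at 102.0 ± 11.8 CPM upon Nop60B depletion, 67.55 ± 31.7 in the germarial control and 199.9 ± 221 in the cyst control (SD, n = 2). Its log2 fold change in polysomes was 0.60 against the germarial control (standard error 0.78, edgeR adjusted p = 0.656) and -0.96 against the cyst control (standard error 0.79, adjusted p = 0.428). With limma voom in place of edgeR, the change against the cyst control was 0.70, and with all genes with at least 1 count it stayed negative, with an unadjusted P under 0.05. In the input, the log2 fold changes were 0.63 (adjusted p = 0.738) and -0.34 (adjusted p = 0.849). The mRNA of bru1 in polysomes was at 32.68 ± 2.77 CPM upon Nop60B depletion, 876.4 ± 341 in the germarial control and 531.6 ± 24.1 in the cyst control. Its log2 fold change was -4.74 (standard error 0.54, adjusted p = 0.00199) and -4.02 (standard error 0.52, adjusted p = 0.00172). In the input it was -4.76 (adjusted p = 0.00281) and -3.92 (adjusted p = 0.00274), so that the polysome-to-input ratio changed by 0.02 and -0.10 on the log2 scale, within the replicate error. Across fits that left out 1 replicate, the input change of bru1 against the cyst control went from -4.51 to -2.80. Its polysome change against that control went from -4.09 to -3.93, so the small ratio change there depends on the replicates. The bru1 values are from whole ovaries, and the paper reports no egg chambers upon depletion, so they do not give the level within each germ cell.

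**Figure D2:**
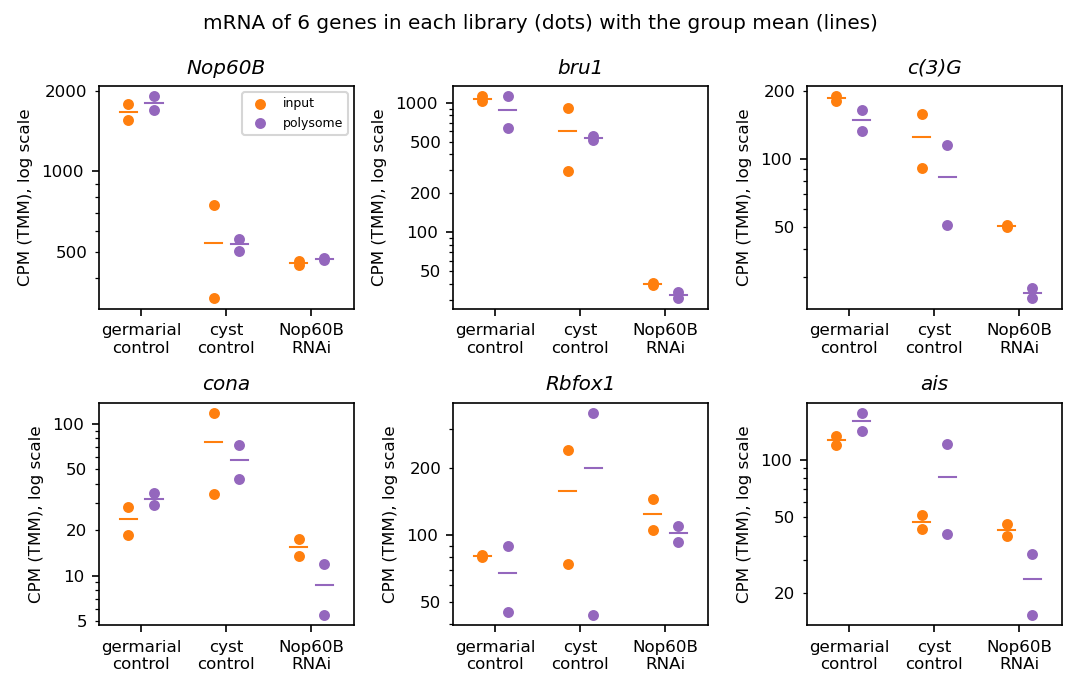
CPM after TMM normalization (log scale) of Nop60B, bru1, c(3)G, cona, Rbfox1 and ais in each of the 12 libraries, with input in orange and polysomes in purple, dots for single libraries and lines for the mean of 2 replicates. In polysomes, bru1 averaged 32.68 CPM upon Nop60B depletion against 876.4 in the germarial control, and Rbfox1 averaged 102.0 against 67.55.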

*Rbfox1* and *Bru1* both contain a region that consists of repeating CAG motifs of different lengths in the mRNA and polyQ in the protein, respectively (fig. S11, A to D) (*27*).

**Fig. 4.**
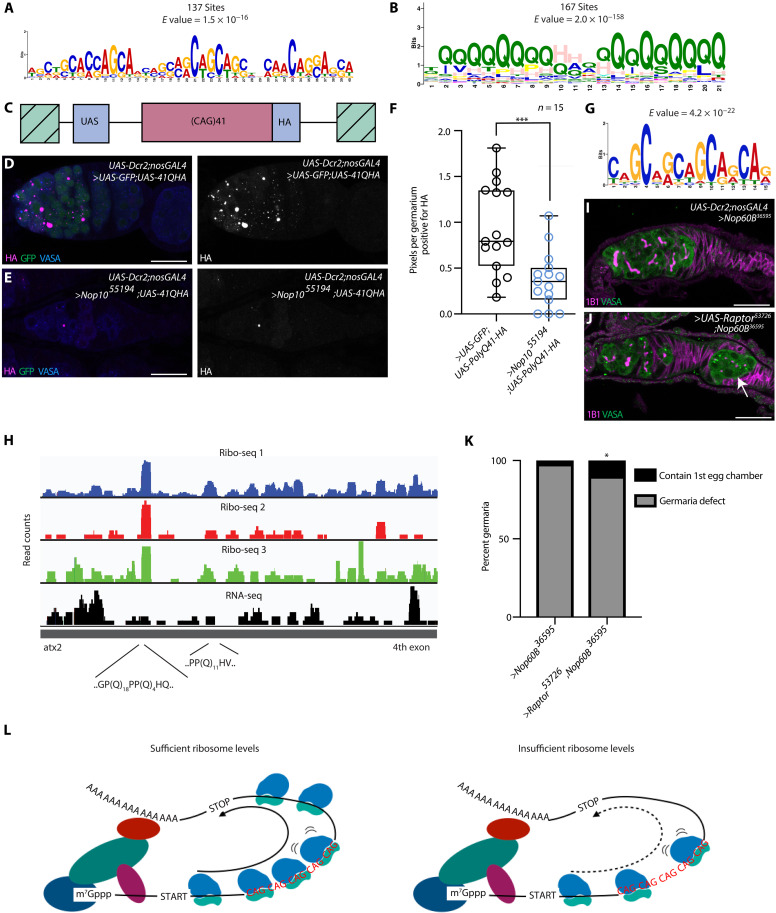
The H/ACA snRNP complex is required for translating polyQ proteins. (**A**) CAG motif identified by MEME enriched in the CDS of mRNAs lowly associated with polysomes. (**B**) PolyQ motif identified by MEME that is enriched in the amino acid sequence of mRNAs lowly associated with the ribosome. (**C**) Schematic of the CAG reporter used. (**D** and **E**) *UAS-poly41Q-HA* driven in *UAS-Dcr2;nosGAL4* (D) and in the backgorund of *Nop10* germline depletion (E) stained with anti-HA (magenta/gray), anti-GFP (green), and anti-Vasa (blue) antibodies. Scale bar, 20 μm. (**F**) HA reporter quantification using unpaired *t* test (*n* = 15, ***P = 0.0007). (**G**) CAG motif identified by MEME detected by ribosome footprinting. (**H**) Ribosome footprint distribution on *atx2* mRNA. (**I** and **J**) *Nop60B* (I) and *Nop60B* rescue by overexpression of the Tor pathway member Raptor (J) stained with anti-Vasa (green) and anti-1B1 (magenta). The arrow points at the egg chamber. (**K**) Quantification of *Nop60B* depletion phenotypic rescue by overexpression of the Tor pathway member Raptor in H/ACA box knockdown (>Nop60B RNAi, *n* = 91, 1.1% contained the first egg chamber, while for *UAS-Nop60B RNAi;UAS-Raptor*, *n* = 151, 9.9% contained the first egg chamber, Fisher’s exact test, *P = 0.0037). (**L**) Representative model showing that a sufficient level of ribosomes is required for translation of meiotic CAG containing mRNAs promoting terminal differentiation. Ribosome insufficiency reduces translation of meiotic CAG containing mRNAs, due to ribosome stalling or slowing, causing terminal differentiation failure.

To determine whether the H/ACA snRNP complex is required to translate CAG repeat–containing mRNAs during oogenesis, we expressed a CAG reporter encoding an HA-tagged polyQ protein, which was previously used to model polyglutamine toxicity in Huntington’s disease (Fig. 4C) (*45*). We coexpressed the CAG reporter with GFP in the control, to ensure equal GAL4 dosage, and the CAG reporter in Nop10-depleted germlines. We found that loss of the H/ACA snRNP complex specifically reduced the levels of the polyQ protein (Fig. 4, D to F, and fig. S11, E and F). Furthermore, depletion of RpS19b and Nop60B also resulted in a significant decrease in polyQ protein accumulation, but loss of Nop60B did not significantly alter the levels of GFP (fig. S11, G to M). Thus, the H/ACA snRNP complex and ribosome biogenesis are required for translation of polyQ-containing proteins.

### CAG repeat regions show increased density of ribosomes

One proposed mechanism of polyQ expansion-induced defects is the disruption of translation by ribosome stalling (*46*). To determine whether the H/ACA snRNP complex affects elongating ribosomes on, and hence translation of, mRNAs encoding polyQ proteins, we performed ribosome footprinting (Ribo-Seq). Because we were unable to acquire sufficient material from H/ACA snRNP complex–depleted germaria, we used ovaries enriched for late-stage oocytes (late ovaries), which have reduced pseudouridine levels but can be obtained in sufficient quantity (Fig. 1B and table S1). Three late-ovary Ribo-Seq libraries were generated, each with a corresponding RNA-sequencing (RNA-seq) library. Correlation analysis showed consistent and reproducible ribosome footprint distributions among the three Ribo-Seq libraries (Pearson *r* > 0.9 for all comparisons; table S6). We hypothesized that stalled ribosomes might result in local enrichment of ribosome footprints. We therefore sought to identify peaks in the Ribo-Seq data across the transcriptome. Our peak detection and subsequent motif analysis identified 123 mRNAs containing at least one CAG-rich segment within 30 nucleotides of a ribosome footprint peak in at least two of the three Ribo-Seq libraries that were not present in the RNA-seq libraries (Fig. 4G and table S6). Forty-six of the 123 identified mRNAs encode at least one polyQ tract (≥4 consecutive CAG codons) near ribosome footprint peaks (Fig. 4H and table S6). Cytoplasmic Rbfox1 that contains the polyQ motif was not identified as it is not expressed in the later stages (*23*). Furthermore, 45 of 50 transcripts were found to have more than 20% increase in ribosome occupancy within polyQ, polyS, and polyA regions, while 34 of 50 had more than twofold increase (fig. S12A). This motif is highly reminiscent of the motif identified in the mRNAs with low polysome association in H/ACA snRNP complex depleted germlines (Fig. 4A).

The motif identified by Ribo-Seq contains five CAGs in a row (Fig. 4, A and 4G). To determine whether the 5-CAG motif is overrepresented in the set of target mRNAs with low polysome association, we performed a Find Individual Motif Occurrence (FIMO) analysis. We found that 181 of 465 (39%) targets contain a significant motif representative of the 5-CAG motif including *bru1* and *C(3)G*, which is greater than the proportion of 5-CAG motif seen in all highly expressed mRNAs in the cyst stages (~21.5%) (table S7). 

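The share of genes with a glutamine tract was also computed with looser definitions. With at least 4 glutamines in a window of 5 residues, 90 of the 581 mRNAs with reduced polysome association (15.5%, 95% Wilson interval 12.8 to 18.7) and 1432 of the other 8735 tested coding genes (16.4%, 95% Wilson interval 15.6 to 17.2) were positive, an odds ratio of 0.935 (Fisher's exact test, two-sided p = 0.602). With at least 3 glutamines in the window, a definition chosen after the paper's target list had been seen, 227 (39.1%) and 3554 (40.7%) were positive, an odds ratio of 0.935 (Fisher's exact test, two-sided p = 0.458). The paper's list of targets with the motif (table S7) holds 181 genes, all of which were tested here. All 181 were reduced in polysomes against the cyst control and 164 were also reduced against the germarial control, while 69 were reduced in the input and 33 in the polysome-to-input ratio against both controls. Of these 181 genes, 34 (18.8%) encode 5 consecutive glutamines, 70 (38.7%) at least 4 in a window of 5, and all 181 at least 3. The highest glutamine density in bru1 was 5 of 5, and in c(3)G 3 of 5, in the window RQQEQ at residues 512 to 516.

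**Figure D3:**
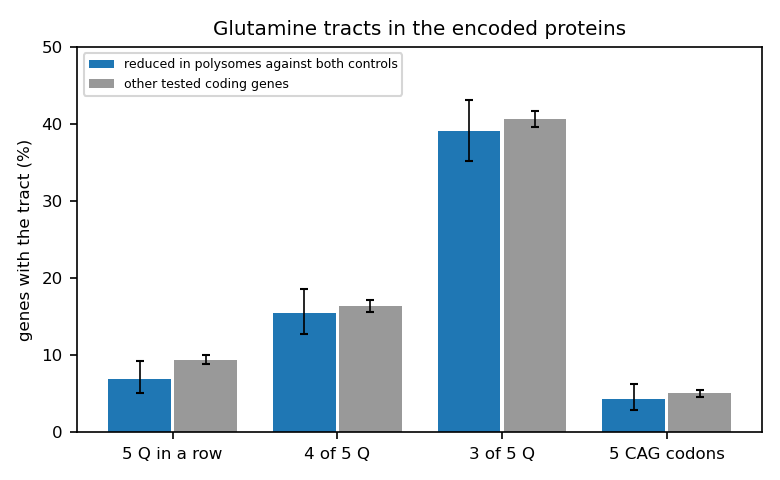
Percent of genes that encode each tract among mRNAs reduced in polysomes against both controls (blue, 581 genes) and among the other tested coding genes (gray, 8735 genes), with 95% Wilson intervals. The blue bar is at 15.5% against 16.4% for 4 of 5 glutamines and at 39.1% against 40.7% for 3 of 5.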

We infer that CAG repeat sequences have high ribosome density and are present in mRNAs whose translation is sensitive to reduced ribosome biogenesis during oogenesis.

### Tor signaling partially restores differentiation and modulates polyQ translation

The Tor pathway is a critical positive regulator of ribosome biogenesis. To further determine whether loss of the H/ACA snRNP complex blocks cyst differentiation due to reduced ribosome biogenesis, we increased ribosome biogenesis by overexpressing the Target of Rapamycin Complex 1 (TORC1) cofactor, Raptor, in the H/ACA snRNP complex–depleted germline (*47*). We observed a partial yet significant alleviation of the cyst differentiation defect, such that an egg chamber was formed (Fig. 4, I to K). We next asked whether decreasing TOR activity and, in turn, ribosome biogenesis could diminish expression of the polyQ reporter. Specifically, flies expressing the reporter were treated with the inhibitor of mammalian target of rapamycin (mTOR), and displayed lower levels of germline polyQ, a loss of germline, and lower Rbfox1 protein levels when compared to controls (fig. S13, A to G). Furthermore, our FIMO analysis identified that Aramis contains a polyQ motif (table S7). 

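Aramis is encoded by ais (FBgn0036754), on chromosome 3L of dm6 from 17802490 to 17804715. Its single annotated isoform has no run longer than 2 glutamines. One such run is encoded by CAA codons at residues 28 and 29, and the longest run of in-frame CAG codons is also 2. Its densest window holds 3 of 5 (KQQLQ, residues 27 to 31). The mRNA of ais in polysomes was at 23.74 ± 11.8 CPM upon Nop60B depletion, 158.5 ± 24.9 in the germarial control and 80.61 ± 56.1 in the cyst control (SD, n = 2). The log2 fold change in polysomes was -2.74 against the germarial control (standard error 0.54, edgeR adjusted p = 0.0155) and -1.75 against the cyst control (standard error 0.52, adjusted p = 0.0599). In the input it was -1.56 (adjusted p = 0.122) and -0.15 (adjusted p = 0.904), and in the polysome-to-input ratio -1.18 (adjusted p = 1) and -1.61 (adjusted p = 0.767). The unadjusted P of the ratio was under 0.05 against the cyst control only, and not under limma voom, RLE size factors, at least 10 counts in every library, only the libraries of the comparison or the lysate block. With only the libraries of the comparison, it was instead under 0.05 against the germarial control (log2 change -1.13).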

Using a tagged Aramis-GFP, we found that loss of H/ACA snRNP resulted in a reduction in Aramis-GFP, and overexpression of Raptor partially rescued Aramis-GFP expression (fig. S13, H to K). Thus, our data suggest that modulating ribosome levels via the Tor pathway can effectively regulate translation of polyQ-containing proteins.

## DISCUSSION

We used the power of *Drosophila* genetics in combination with mass spectrometry to determine the developmental profile of RNA PTMs and identify a cohort of PTMs that are required for proper oogenesis. Specifically, we found that pseudouridine abundance is dynamic and regulated by the H/ACA snRNP complex, a pseudouridine synthase, and is required for proper cyst differentiation and oocyte specification. Using polysome-sequencing (polysome-seq) analysis, we found that CAG repeat mRNAs encoding polyQ-containing proteins have reduced polysome association upon loss of the H/ACA snRNP complex. These polyQ proteins include germ cell differentiation and meiosis promoting factors such as Rbfox1 and Bru1. Moreover, we found that CAG repeat regions accumulate ribosomes, potentially acting as a ribosome sink. Together, our data suggest that under the condition of low ribosome levels, the CAG repeat containing regions can impede proper translation by sequestering ribosomes internally, thereby causing translation of polyQ-containing proteins to be sensitive to ribosome levels (Fig. 4L). Together, we find that the H/ACA snRNP complex promotes ribosome biogenesis during oogenesis and, in turn, the translation of CAG repeat mRNAs required for differentiation (Fig. 4L).

Ribosomopathies predispose individuals to neurological deficits, but the etiology of this defect is unclear (*41*, *48*). Neurons express and require several polyQ-containing proteins, including Rbfox1 (*27*, *28*, *49*). We find that the translation and levels of Rbfox1 are sensitive to ribosome levels during oogenesis (*44*). By extension, neuronal deficits observed in ribosomopathies could be due to inability to translate critical polyQ-containing proteins in neurons.

While polyQ stretches facilitate phase transition, large CAG expansion and polyQ protein aggregates are associated with diseases such as Huntington’s disease (*50*). A genome-wide association study revealed that the onset of Huntington’s disease is due to large expansions of CAG repeats and is accelerated by DNA repair genes as well as E3 ubiquitin protein ligase (UBR5) (*51*). In embryonic stem cells, UBR5 has been shown to physically interact with the H/ACA snRNP complex to promote rRNA maturation, suggesting that these factors could collaborate to promote early onset of Huntington’s disease (*52*). Furthermore, Huntington’s disease mouse models have shown that CAG expansions induce ribosome stalling by impeding ribosome translocation, thereby inhibiting protein synthesis (*46*). These data, together with our findings that during development the H/ACA snRNP complex promotes translation of CAG repeat containing RNAs, suggest that translation dysregulation could be a key feature of CAG expansion diseases. While the early onset is determined by CAG length, translation of CAG repeats into polyQ proteins can cause protein aggregation and toxicity (*51*). Our finding that translation of such polyQ proteins is sensitive to ribosome levels reveals new potential therapeutic targets. For instance, several TOR inhibitors have been generated to primarily treat cancers; the mechanism we have identified provides a potential pathway to repurpose these drugs to reduce polyQ protein aggregation in various repeat expansion disease states (*53*–*55*).

## MATERIALS AND METHODS

### Fly lines

Flies were grown at 25° to 29°C and dissected between 0 to 3 hours or 1 to 3 days after eclosion. Heat shock experiments were performed on 1-day-old flies. The following RNAi lines were used in this study: *nsun2* RNAi (Bloomington, #62495), *Trm7-34* RNAi (Bloomington, #62499), *CG32281* RNAi (Bloomington, #51764), *rswl* (Bloomington, #44494), *CG9386* (Bloomington, #33364), *Nsun5* (Bloomington, #32400), *CG11109* (Bloomington, #56897), *CG11447* (Bloomington, #43207), *CG3021* (Bloomington, #55144), *RluA-2* [Vienna Drosophila Resource Center(VDRC), #34152], *RluA-2* (VDRC, #106382), *Wuho* (Bloomington, #61281), *CG10903* (VDRC, #57481), *RluA-1* (VDRC, #41757), *RluA-1* (VDRC, #41758), *RluA-1* (VDRC, #109586), *Tailor* (Bloomington, #36896), *Pus1* (Bloomington, #53288), *NOP60B* (Bloomington, #36595), *CG6745* (Bloomington, #41825), *CG7637* (Bloomington, #55194), *NHP2* (Bloomington, #51784), *CG4038* (Bloomington, #34013), *CG34140* (Bloomington, #38951), *CG34140* (Bloomington, #57311), *CG3645* (VDRC, #107156), *CG1434* (VDRC, #104876), *CG3434* (VDRC, #45130), *tgt* (VDRC, #41644), *AlkB* (Bloomington, #43300), *Paics* (Bloomington, #62241), *Ras* (Bloomington, #31654), *Ras* (Bloomington, #51717), *Ras* (Bloomington, #31653), *pfas* (Bloomington, #36686), *pfas* (Bloomington, #80831), *bam* RNAi;*hs-bam* (B. Ohlstein and D. McKearin), *RpS10b* (Bloomington, #43976), *RpS19b* (VDRC, #22073), *UAS-raptor-HA* (Bloomington, #53726), *Aramis::GFP* (VDRC, #318713), and *Nop60B::GFP* (VDRC, 318245).

The following tissue-specific drivers were used in this study: *UAS-Dcr2*;*nosGAL4* (Bloomington, #25751), *UAS-Dcr2*;*nosGAL4*;*bam-GFP* (Lehmann laboratory), *If*/*CyO*;*nosGAL4* (Lehmann laboratory), *nosGAL4*;*MKRS*/*TM6* (Bloomington, #4442), and *TjGAL4*/*CyO* (Lehmann laboratory). Other fly lines used in this study were as follows: *RpS5b-HA* and *UAS-Rbox1-RN* (Buszczak laboratory) and *UAS-Tkv* (Bloomington, #36536), *UAS-Rbox1-RN* (Buszczak laboratory), *UAS-Bruno* (Ephrussi laboratory), and *UAS-41Q.HA* (Bloomington, #30540).

### Rapamycin treatment

One day before treatment, 400 μl of 100 μM rapamycin or 400 μl of ethanol was added to the top of food and allowed to dry. Flies were crossed at 18°C and collected 1 to 2 days after eclosion. Flies were placed on food and temperature shifted to 29°C. Every other day, flies were placed onto fresh food with 400 μl of 100 μM rapamycin or 400 μl of ethanol for a total of 7 days. Flies were dissected as described below.

For treatment to analyze Rbfox1 expression, 1 day before treatment, 500 μl of 100 μM rapamycin or 500 μl of ethanol was added to the top of food and allowed to dry. Flies were placed on food at 25°C. Every other day flies were placed onto fresh food with 500 μl of 100 μM rapamycin or 500 μl of ethanol for a total of 7 days. Flies were dissected as described below. Note that variations in Rbfox1 expression were observed with rapamycin treatment.

### Genotypes used to enrich specific stages of germline and fragment analyzer

To enrich for GSCs: *nosGAL4>UAS-tkv*. Cystoblasts: *nosGAL4>bam RNAi*. Differentiating cysts: *nosGAL4>bam RNAi;hs-bam *(*30*, *44*). Female flies were heat-shocked at 37°C for 2 hours, incubated at room temperature for 4 hours, and heat-shocked again for 2 hours. This was subsequently repeated the next day, and flies were dissected. YWT: Female flies were collected and dissected within 2 hours of eclosion. To dissect WT ovaries, 2- to 3-day-old females (*UAS-Dcr2;nosGAL4*) were fattened overnight and dissected the next day. In addition, to analyze H/ACA snRNP total RNA, *UAS-Dcr2;nosGAL4* and >*Nop60B^36595^* genotypes were used.

To analyze relative RNA contributions, total RNA was extracted from the above genotypes. Total RNA was subjected to turbo deoxyribonuclease (DNase) treatment as described in the RNA isolation protocol. Either about 40 or 120 ng of total RNA, depending on experiment (see figure legends), was subjected into an Agilent Technologies CE System 5200 Fragment Analyzer using the DNF-471-0500 kit as per the manufacturer’s protocol.

### Dissection and immunostaining

Ovaries were dissected in phosphate-buffered saline (PBS) and fixed for 10 min in 5% methanol-free formaldehyde (*44*). Samples were washed in 1 ml of PBT (PBS, 0.5% Triton X-100, and 0.3% bovine serum albumin) four times for 10 min each. Primary antibodies were added in PBT and incubated at 4°C rotating overnight. Samples were washed three times for 10 min each in 1 ml of PBT and once in 1 ml of PBT with 2% donkey serum (Sigma-Aldrich) for 10 min. Secondary antibodies were added in PBT with 4% donkey serum and incubated at 4°C rotating overnight. Samples were washed four times for 10 min each in 1 ml of PBST (0.2% Tween-20 in PBS). Vectashield with 4′,6-diamidino-2-phenylindole (Vector Laboratories) was added for 30 min before mounting. The following primary antibodies were used: mouse anti-1B1 (1:20; Developmental Studies Hybridoma Bank (DSHB), rabbit anti-Vasa (1:1000; Rangan laboratory), chicken anti-Vasa (1:1000), rabbit anti-GFP (1:2000; Abcam, ab6556), rabbit anti-Egl (1:1000; Lehmann laboratory), mouse anti-pseudouridine (1:1000; MBL Life Sciences), mouse anti-C3G (1:1000; Hawley laboratory), rat anti-HA(1:500; Roche, 11 867 423 001), mouse anti-fibrillarin (1:50; Fuchs laboratory), guinea pig anti-Rbfox1 (1:1000; Buszczak laboratory), and rabbit anti–phosphorylated-S6 (1:200; Teleman laboratory).The following secondary antibodies were used: Alexa Fluor 488 (Molecular Probes), Cy3, and Cy5 (the Jackson Laboratory) were used at a dilution of 1:500.

### Fluorescence in situ hybridization

Probes were designed and generated by LGC Biosearch Technologies using Stellaris RNA FISH Probe Designer, with specificity to target base pairs of target mRNAs. Ovaries (three pairs per sample) were dissected in ribonuclease (RNase)–free PBS and fixed as described above. The fixed tissue was washed twice with 1 ml of PBS and then permeabilized with 70% ethanol at 4°C for 2 hours. After permeabilization, 1 ml of wash buffer was added (40 ml of RNase-free water, 5 ml of deionized formamide, and 5 ml of 20× SSC) for a 5-min wash. To the sample, 50 μl of a Stellaris hybridization buffer, 10% (v/v) of formamide with 50 to 100 mM of oligos, and diluted antibodies were added and incubated at 30°C for a minimum of 16 hours in the dark. After the overnight incubation, the sample was washed twice with 1 ml of wash buffer with properly diluted secondary antibodies for 30 min. After the second wash, Vectashield was added, and samples were imaged.

Stellaris probes were designed (https://biosearchtech.com/support/education/stellaris-rna-fish) for all possible isoforms. Sequences are found in Excel file primerlist.xslx.

### Fluorescence imaging

Ovaries were visualized under 20× oil and 40× oil objective lenses, and images were acquired using a Zeiss LSM 710 confocal microscope. Confocal images were processed with ImageJ. The images were quantified using ImageJ with the Measurement function.

### AU quantification of protein or in situ

To quantify immunofluorescence intensities for Rbfox1, Bruno, GFP, and pseudouridine or in situ hybridization probe fluorescence in germ cells, images for both control and experimental germaria were taken using the same confocal settings. Z stacks were obtained for all images. Similar planes in control and experimental germaria were chosen, and the area of germ cells positive for the proteins or RNAs of interest was outlined and analyzed using the “analyze” tool in Fiji (ImageJ). The mean intensity and area of the specified region were obtained. An average of all the ratios (mean/area), for the proteins or RNAs of interest, per image was calculated for both control and experimental conditions. Germline intensities were normalized to somatic intensities or if the protein or RNA of interest is germline-enriched and not expressed in the soma, they were normalized to Vasa or background. The highest mean intensity between control and experimental(s) was used to normalize to a value of 1 arbitrary unit on the graph.

To quantify polyQ-HA, images were first filtered with a median pixel of 1. The program set the threshold values using max entropy threshold for the images, and the outline of the germline was traced using the germline marker Vasa. The percent pixel count per the germline area was found and normalized to the highest mean intensity between control and experimental(s). For rapamycin treatment, 15 control and 15 treated germaria were used. Three randomly selected slices of each stack (total of 45 slices) were quantitated for both control and rapamycin treated germaria.

### Egg-laying assay

Egg-laying assays were conducted in triplicate in vials containing standard fly food. Before the assay, dry yeast was added to each vial along with three adult females (all day after eclosion) and one male. Flies were incubated at 29°C overnight. The flies were then placed in a new tube, and the total number of eggs was counted.

### RNA isolation

Ovaries were dissected in PBS and homogenized by motorized pestle in 100 μl of TRIzol (Invitrogen, 15596026). RNA was isolated by adding an additional 950 μl of TRIzol and 200 μl of chloroform with mixing. Samples were centrifuged at 13,000 rpm, 4°C for 15 min. The aqueous phase was transferred to a new tube, nucleic acids were precipitated using 1 ml of 100% ethanol and 52 μl of 3 M sodium acetate and precipitated for >1 hour at −20°C. Samples were centrifuged at 13,000 rpm, 4°C for 20 min. Ethanol was decanted, pellets were washed twice with 1 ml of 70% ethanol and dried at room temperature for 10 min. Pellets were dissolved in 20 μl of RNase-free water and placed in a 42°C water bath for 10 min. The concentration of nucleic acid samples was measured on a spectrophotometer. The samples were treated with DNase (TURBO DNA-free Kit, Life Technologies, AM1907) and incubated at 37°C for 30 min. DNase was inactivated using the included DNase. Inactivation reagent and buffer were used according to the manufacturer’s instructions.

### RNA-seq and polysome-seq library preparation

RNA was isolated as previously described above. Total RNA samples were run on a 1% agarose gel to assess sample integrity. To generate RNA-seq libraries, total RNA was incubated with poly(A) selection beads. mRNA libraries were prepared using the NEXTflex Rapid Directional RNAseq Kit (BioO Scientific Corp.). Fragmentation of the mRNA was achieved via incubation at 95°C for 13 min to produce ~300–base pair (bp) fragments. Single-end mRNA sequencing (mRNA-seq) (75 bp) was performed for each sample with an Illumina NextSeq500, carried out by the Center for Functional Genomics (CFG). The sequenced reads were aligned to the *Drosophila melanogaster* genome (UCSCdm6) using HISTAT2 with Refseq annotate transcripts as a guide. featureCounts was used to generate raw counts, and differential gene expression was assayed by DESeq, using a false discovery rate of 0.05, and genes with twofold or greater change in mutant condition compared to control were considered significant. GO enrichment of differential genes was performed using Panther.

Polysome profiling of ovaries was adapted from previous protocols (*44*). Approximately 100 YWT flies (*UAS-Dcr2*;*nosGAL4*) or about 275 experimental ovary pairs of Nop60B were dissected (within 2 hours of eclosion) in PBS. The ovaries were immediately flash-frozen on liquid nitrogen. Samples were homogenized by motorized pestle in lysis buffer, and 20% of lysate was used as input for mRNA isolation and library preparation (as described above). Samples were loaded onto 10 to 45% cycloheximide-supplemented sucrose gradients in 9 of 16 × 3.5 PA tubes (Beckman Coulter, #331372) and spun at 35,000*g* in an SW41 rotor for 3 hours at 4°C. Gradients were fractionated with a density gradient fractionation system. RNA was extracted using acid phenol–chloroform and precipitated overnight. Pelleted RNA was resuspended in 20 μl of water and treated with TURBO DNase, and libraries were prepared as described above.

### Polysome-seq analysis

Analysis of polysome-seq was done using RIVET (*56*). Polysome-associated targets were further defined using the following parameters. Lowly associated mRNAs were identified by ≤2 fold change and *P* value <0.05, while highly associated mRNAs were identified by >2 fold change and *P* value <0.05.

### Ribo-seq library preparation

Ribosome footprinting was performed as previously described (*57*) with several modifications. About five hundred microliters of ovaries was hand-dissected in Schneider’s *Drosophila* Medium (Thermo Fisher Scientific), washed twice in 1 ml of lysis buffer [0.5% Triton X-100, 150 mM NaCl, 5 mM MgCl_2_, and 50 mM tris-HCl (pH 7.5)], and flash-frozen in 2 ml of lysis buffer supplemented by 1 mM dithiothreitol, 50 μM GMP-PNP , emetine (2 μg/ml), and Superase·In RNase Inhibitor (20 U/ml; Ambion) in liquid N_2_. Ovaries were lysed using a Cellcrusher tissue pulverizer (Cellcrusher), allowed to thaw on ice, and centrifuged first at 10,000 rpm for 10 min and then at 13,200 rpm for 10 min. Three hundred microliters of supernatant was used for footprint library preparation, and another 300 μl was used for poly(A)-selected mRNA-seq library preparation. Ribosome footprints were generated by incubating the lysate with 3 U/μg of micrococcal nuclease (New England Biolabs) for 40 min at 25°C and then quenching by the addition of EGTA to a final concentration of 6.25 mM. Ribosomes were sedimented through a 34% sucrose cushion for 2.5 hours at 33,000 rpm in a Beckman SW50 rotor, and the pellet was resuspended in 10 mM tris (pH 7.0). RNA was extracted using TRIzol LS (Invitrogen) and size-selected (28 to 34 nucleotides) on a 15% tris-borate EDTA (TBE)–urea gel. RNA was then dephosphorylated by incubating with T4 polynucleotide kinase (NEB) for 1 hour at 37°C, size-selected, and ligated to the 3′ adapter by incubating with T4 RNA ligase 2 truncated mutant (New England Biolabs) and 1 μg of preadenylated adapter (5′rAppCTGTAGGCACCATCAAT/3ddc) for 2 hours at 25°C. The ligation products were size-selected on a 10% TBE-urea gel. Reverse transcription was performed with Superscript III (Invitrogen) using the Illumina Tru-Seq RT primer:

/5Phos/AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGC

/iSp18/CACTCA/iSp18/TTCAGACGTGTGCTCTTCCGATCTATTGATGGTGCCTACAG

and the reaction was quenched by incubating with 0.1 M NaOH for 20 min at 98°C. Following rRNA depletion, complementary DNA (cDNA) libraries were circularized by two sequential CircLigase (Epicentre) reactions and amplified by 9 to 12 polymerase chain reaction (PCR) cycles.

### mRNA-seq library preparation

Total RNA was extracted from 300 μl of lysate with TRIzol LS, precipitated with isopropanol, washed in ice-cold 80% ethanol, and resuspended in 10 mM tris-HCl (pH 7.0). mRNA-seq libraries were then prepared from poly(A)-selected mRNA according to the manufacturer’s instructions using the Illumina Tru-Seq RNA Library Prep Kit.

### Processing of Ribo-Seq data

All steps were performed on the Princeton Galaxy server (galaxy.princeton.edu). Multiplexed libraries were demultiplexed using the Barcode Splitter tool with up to two mismatches. Illumina Tru-Seq adapters were clipped using the Trim Galore! tool. The trimmed reads were first mapped against *Drosophila* rRNA sequences using Bowtie with default parameters, and the unaligned reads were then aligned to the *Drosophila* genome Release 6 (dm6) using Bowtie2 with default parameters. The resulting BAM files were used for subsequent analyses.

### Peak detection

The *D. melanogaster* genome (dm6) was divided into 30-bp tiles, and the number of reads aligned to each tile was reported using the bamCoverage tool of the deepTools 2 programming suite. Resulting bedgraph files were preprocessed to break up 30-bp tiles into 30 1-bp tiles (Script1). Peak detection was then performed in R using the Bioconductor software suite. Tiles were first aligned to the transcript regions by gene using the TxDb.Dmelanogaster.UCSC.dm6.ensGene annotation, rtracklayer, GenomicRanges, and BioPhysConnectoR R packages (Script2). Then, the distribution of coverage in the tiles aligned to each gene transcript region was fit to a normal distribution using the MASS R package (Script3 and Function1). Last, the coverage distribution and tiles aligned to each gene region were used to identify peak containing tiles (Script4 and Function2). Peak tiles from different ribosome profiling libraries were then compared (Function3) and the names, locations, and actual sequences of high confidence peaks were extracted (Script5, Script6, and Function4) using the Bsgenome.Dmelanogaster.UCSU.dm6 annotation and the Biostrings and GenomicRanges R packages. Peaks present in at least two of the three Ribo-Seq libraries but not in the control RNA-seq libraries at the corresponding positions were considered high-confidence ribosome footprint peaks.

### Mass spectrometry

Ovaries were dissected in PBS and homogenized by a motorized pestle in 100 μl of TRIzol (Invitrogen, 15596026). RNA was isolated by adding an additional 950 μl of TRIzol and 200 μl of chloroform with mixing. Samples were centrifuged at 13,000 rpm, 4°C for 15 min. The aqueous phase was transferred to a new tube. Nucleic acids were precipitated by adding an equal volume of 5 M ammonium acetate (Sigma-Aldrich) and 2.5 volumes of 100% ethanol and precipitated for >1 hour at −80°C. Samples were centrifuged at 13,000 rpm, 4°C for 20 min. Ethanol was decanted, and pellets were washed four times with 1 ml of cold 70% ethanol and dried at room temperature for 10 min. Pellets were dissolved in 20 μl of RNase-free water and placed in a 42°C water bath for 10 min.

RNA concentration was determined by using UV 260 nm. The RNA was then treated with nuclease P1 and phosphodiesterase to obtain the desired ribonucleotide monophosphate mixtures for mass spectrometric analysis, as previously described (*58*–*60*).

Immediately before analysis, the obtained mononucleotide mixtures were diluted to 4 ng/μl in 10 mM ammonium acetate and 10% isopropanol. All samples were analyzed on a Thermo Scientific LTQ-Orbitrap Velos instrument as previously described (*58*–*60*). Analyses were accomplished using direct infusion electrospray ionization in negative ion mode.

The relative abundance of each RNA PTM was expressed as Abundance versus Proxy (AvP), which was calculated according to the following equation: ${\mathrm{AvP}}_{x}=\frac{{\mathrm{ai}}_{x}}{\sum_{1}^{4}{\mathrm{cr}}_{i}}\times 100$ in which the signal intensity (ai_x_) of each RNA PTM was normalized against the sum of the intensities displayed in the same spectrum by the four canonical bases (cr_i_).

The RNA PTM profiling table translates relative abundances in AvP units to a hot-cold color gradient. The relative abundances displayed by the samples in the first column on the left were used as the baseline for comparisons with the rest of the samples. A different color was assigned only if the respective values were statistically different according to an unpaired Student’s *t* test with a *P* value <0.05. Each data point was the result of three to five biological replicates, which were each separately analyzed three times (technical replicates). Therefore, each value represents the average and SD of a total of 9 to 15 separate analyses.

Tandem mass spectrometry was carried out in negative mode to differentiate uridine and pseudouridine (*58*–*60*). The contribution of each isomer to the initial signal can be estimated from the relative intensities of their unique fragments. The abbreviations and complete names of each PTM in this study are available from the MODOMICS (http://genesilico.pl/modomics/) database.

### Germline ribosome pulldowns

Ribosomal pulldowns were performed as previously described with the following modifications (*40*). Approximately 50 YWT ovaries (*UAS-Dcr2*;*nosGAL4*) and ~100 Nop10^55194^ RNAi ovaries were dissected in PBS. After lysis in ribosomal lysis buffer, 120 μl was collected for input, and TRIzol extraction was performed as previously described for mass spectrometry. The remaining lysate was divided into 180-μl aliquots. Six micrograms of rabbit immunoglobulin G (IgG) (Jackson ImmunoResearch) or rat-HA antibodies were added to the lysate for 3 hours with rotation at 4°C. At hour 2, 50 μl of Dynabeads A (Thermo Fisher Scientific) was added per replicate. The beads were prepped by performing four washes using a magnetic rack (500 μl for 2 min each) with ribosomal lysis buffer. After the fourth wash, the beads were resuspended in 50 μl of ribosomal lysis buffer. To the samples, either 25 μl of IgG or anti-HA was added and left overnight with rotation at 4°C. The following day, the beads were washed with 200 μl of ribosome lysis buffer for a total of four washes. After the final wash, the beads were resuspended in 15 μl of ribosome lysis buffer. A TRIzol extraction was performed as previously described for mass spectrometry. After RNA extraction, a small portion of the RNA was run on a 1% agarose gel to confirm the presence of rRNA.

After the overnight incubation, the beads were washed with 200 μl of ribosome lysis buffer for a total of four washes. After the final wash, the beads were resuspended in 15 μl of ribosome lysis buffer. To the sample, 4× SDS buffer was added and then heated at 95°C for 5 min and stored at −20°C until Western blot analysis.

### Western blot

Ovaries were dissected in PBS (*44*). After dissection, PBS was aspirated, and 30 μl of radioimmunoprecipitation assay (RIPA) buffer with protease inhibitors was added, and the tissue was homogenized. The homogenate was centrifuged at 13,000 rpm for 15 min at 4°C. The aqueous layer was transferred into a new tube while avoiding the top lipid layer. One microliter of the protein extract was used to determine protein concentration via the Invitrogen Qubit Protein Assay Kit. Protein (15 to 20 μg) was denatured with 4× Laemmli sample buffer and β-mercaptoethanol at 95°C for 5 min. The samples were loaded onto a Mini-PROTEAN TGX 4 to 20% gradient SDS–polyacrylamide gel electrophoresis gels and run at 300 V for 20 min. The proteins were then transferred to a 0.20-μm nitrocellulose membrane using the Bio-Rad Trans-blot Turbo System. After the transfer, the membrane was blocked in 5% nonfat dry milk in PBST for 2 hours at room temperature. The following antibodies were used: rat-HA (1:4000), rabbit-Vasa (1:6000), and rabbit-RpL26 (1:1000). Primary antibody was prepared in 5% milk in PBST and was added to the membrane and incubated at 4°C overnight. The membrane was then washed three times in 0.5% milk in PBST. Anti-rabbit horseradish peroxidase (HRP) (1:10,000) or anti-rat HRP (1:10,000) was prepared in 5% milk in PBST and was added to the membrane and incubated at room temperature for 1 hour. The membrane was then washed three times in PBST. The Bio-Rad chemiluminescence ECL kit was used to image the membrane.

Note that to help normalize the germline in the Western blot probing for the polyQ-HA reporter, the first 15 to 20 μg of lysate was run and probed for Vasa. Controls were then diluted 1:5 to help equalize the amount of germline loaded and compared to the H/ACA snRNP complex member knockdown. Normalizations were performed using the top Vasa band.

### Pseudouridine pulldowns

Ovaries were dissected in PBS (*44*). After dissection, PBS was aspirated and 100 μl of RIPA buffer containing 1 μl of RNaseOUT Recombinant Ribonuclease Inhibitor (Invitrogen) was added. The tissue was homogenized and centrifuged for 20 min at 13,000 rpm. From the homogenate, 20% was taken for an input for library prep as described above. The remaining sample was divided into two equal aliquots. To one of the samples, 5 μg of rabbit IgG (Jackson ImmunoResearch) or 5 μg of pseudouridine antibody (see antibody list) was added and left for 16 hours overnight at 4°C with constant rocking. The beads were then washed with 1:10 diluted RIPA buffer + RNaseOUT four times. After the final wash, the beads were resuspended with 20 μl of RIPA buffer + RNaseOUT, and RNA was isolated, and mRNA-seq libraries were created as described above for the input, IgG, and pseudouridine pulldown samples.

### Quantitative real-time polymerase chain reaction

Once RNA was purified and isolated (see the “RNA isolation” section), a reverse transcription was performed using Superscript II according to the manufacturer’s protocol with equivalent volumes of RNA for each sample. cDNA was amplified using 5 μl of SYBR Green Master Mix and 0.3 μl of 10 μM of each reverse and forward primers in a 10-μl reaction. For each sample, three biological and a minimum of two technical replicates were performed. Technical replicates were averaged, and tubulin was used as a control. To calculate fold change relative to tubulin mRNA levels, the average of the 2^−ΔCt^ for the biological replicates was calculated with error bars representing SEM. Statistics were performed using a paired *t* test on ΔCt (Cycle threshold) values. Primers used can be found in primerlist.xslx.

### MEME analyses

The 5′UTR, CDS, 3′UTR, and amino acid sequence of 465 mRNAs that are lowly associated with polysome, and 320 mRNAs highly associated with polysome, compared to control, were analyzed by the MEME algorithm. Discriminative mode analysis was conducted against 1573 nontarget gene sequences as background with default parameters. Motif logos, number of sites, and E-values all reported as produced by the output of the program.

### FIMO analyses

An amino acid motif of 5Qs was run against the amino acid sequences of all mRNAs that were lowly associated with polysomes. Motifs identified in targets were searched in the given strand with a *P* value <1 × 10^−4^.

Percentage of mRNAs with 5× CAG repeats: RNA-seq data were obtained from previous studies conducted by the Rangan laboratory. Data are available via the following GEO accession numbers: >*bam* RNAi;*hs*-*bam* GSE143728. TPMs were averaged for the libraries, and enriched genes that were in the cyst stages were identified as having an average of 1 TPM or greater. A motif of 5 CAGs was run against the CDS sequences of all mRNAs identified as enriched in the cyst stages as previously stated. All targets in the output file were reported in the Excel file and then filtered for the unique number of genes that contained the motif with a *P* value <1 × 10^−4^.

# Supplementary material for: H/ACA snRNP–dependent ribosome biogenesis regulates translation of polyglutamine proteins
**Source:** Sci Adv. 2023 Jun 21;9(25):eade5492. doi: 10.1126/sciadv.ade5492
**Supplement:** Supplementary file 1 — Figs. S1 to S13 Legends for tables S1 to S7

Supplementary Materials for  
**H/ACA snRNP–dependent ribosome biogenesis regulates translation of  
polyglutamine proteins**

Shane M. Breznak *et al.*

*Sci. Adv.* **9**, eade5492 (2023)  
DOI: 10.1126/sciadv.ade5492

**The PDF file includes:**

Figs. S1 to S13  
Legends for tables S1 to S7

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S7  
Primers list

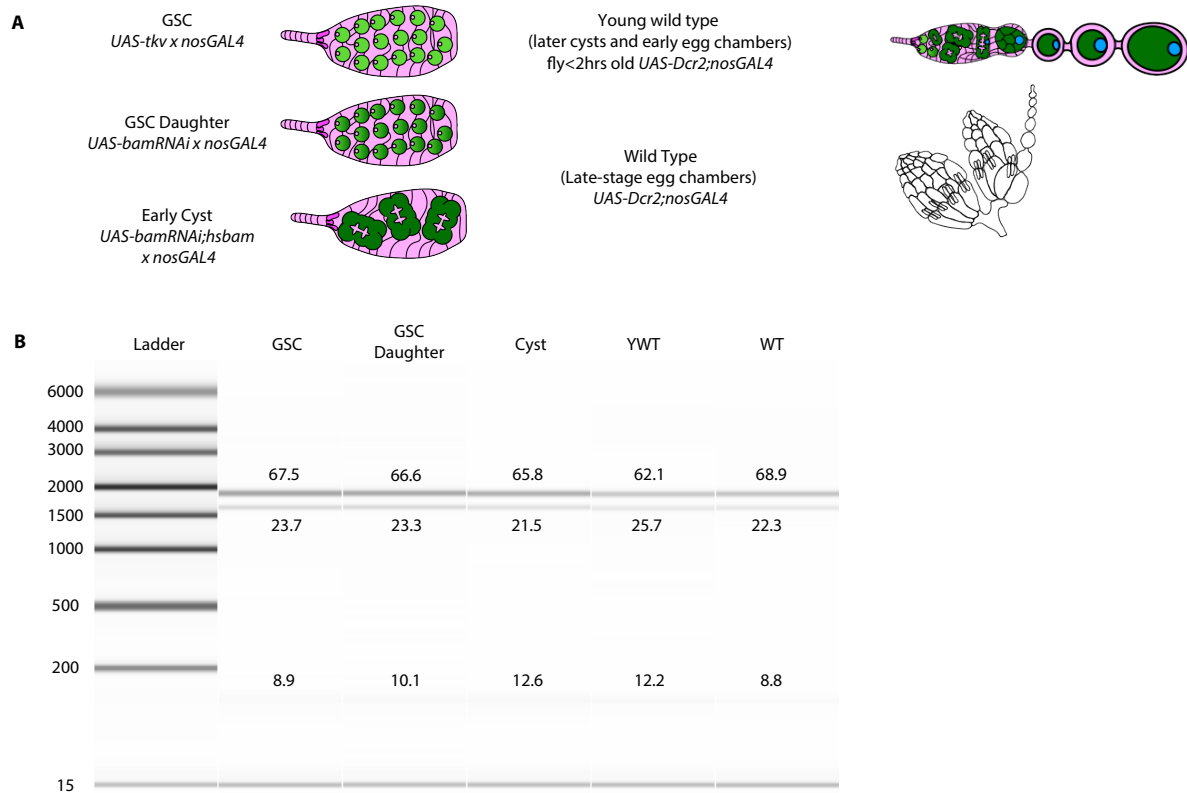

**Fig. S1. Relative RNA contributions throughout developmental stages**

(A) Method to enrich for developmental stages.

(B) Fragment analyzer of total RNA from different developmental stages showing corresponding RNA contributions to total RNA with 3 bands (18s RNA ~1866, 16s RNA ~1600 and small RNAs ~148). To each lane 40 ng of total RNA was loaded for the indicated developmental stages: GSC, GSC daughter, cyst, YWT and WT. The ladder band sizes are represented by the numbers to the far left. Numbers near bands are representative of relative concentration of the corresponding band, represented as a percentage of the total concentration.

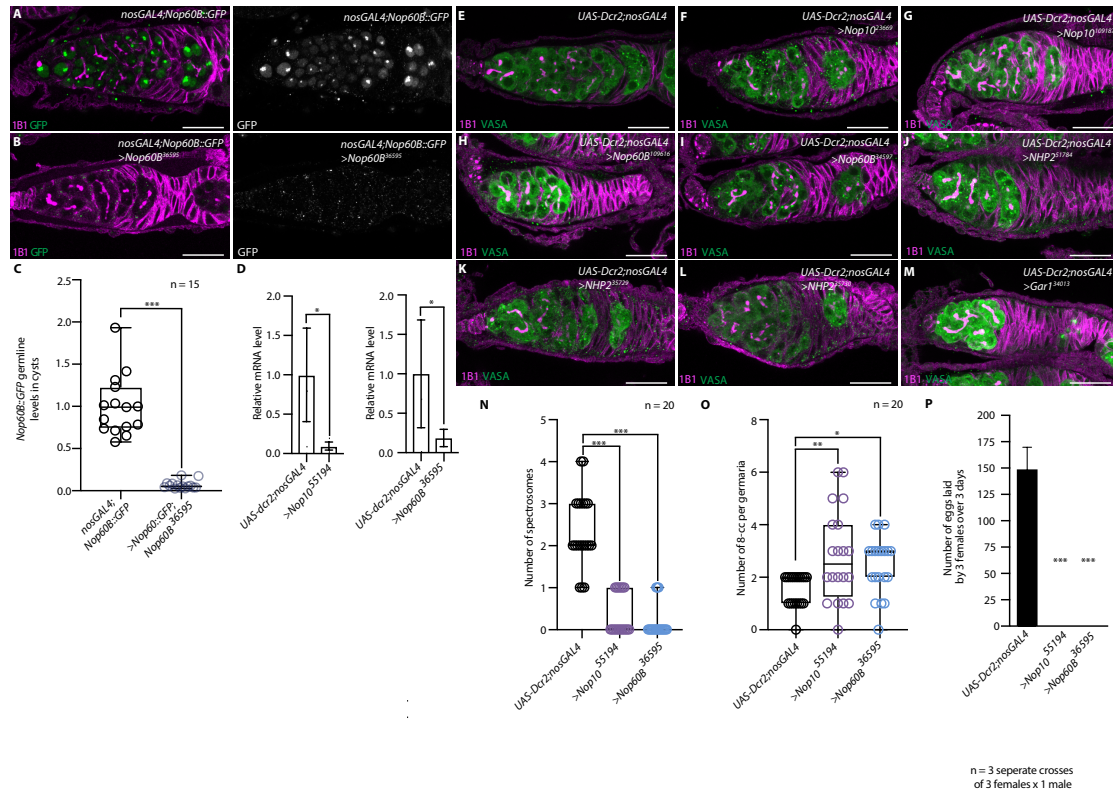

**Fig. S2. The H/ACA snRNP complex is required in the germline for proper oogenesis**

(A) *nosGAL4;Nop60B::GFP* and *Nop60B* RNAi in *Nop60B::GFP* ovaries (B) stained with anti-1B1 (magenta) and anti-GFP (green/gray). Scale bar is 20  $\mu$ m.

(C) Unpaired t-test of GFP levels in *nosGAL4;Nop60B::GFP* and germline knockdown of *Nop60B* in *Nop60B::GFP* background (n = 15, \*\*\* p<0.0001).

(D) qRT-PCR of *Nop10* or *Nop60B* normalized to *UAS-Dcr2;nosGAL4* (n = 3, *Nop10*: \* p = 0.0231, paired t-test) (n=3, *Nop60B*: \* p = 0.0142, paired t-test, Error bars = SEM).

(E-M) *UAS-Dcr2;nosGAL4* (E) and depletion of H/ACA snRNP complex members (F-M) stained with anti-1B1 (magenta) and anti-Vasa (green). Scale bar is 20  $\mu$ m.

(N) Number of spectroscopemes in *UAS-Dcr2;nosGAL4*, *Nop10* or *Nop60B* germaria. Dunnett's multiple comparisons test post-hoc test after one-way ANOVA (n = 20, \*\*\* p<0.0001).

(O) Number of 8-cell cysts in *UAS-Dcr2;nosGAL4*, *Nop10* and *Nop60B* ovaries. Dunnett's multiple comparisons test post-hoc test after one-way ANOVA (n = 20, \* p=0.0341, \*\* p=0.0030).

(P) Egg laying assay with Dunnett's multiple comparisons post-hoc test after one-way ANOVA. (n = 0-173, \*\*\* p<0.001, Error bars = SD).

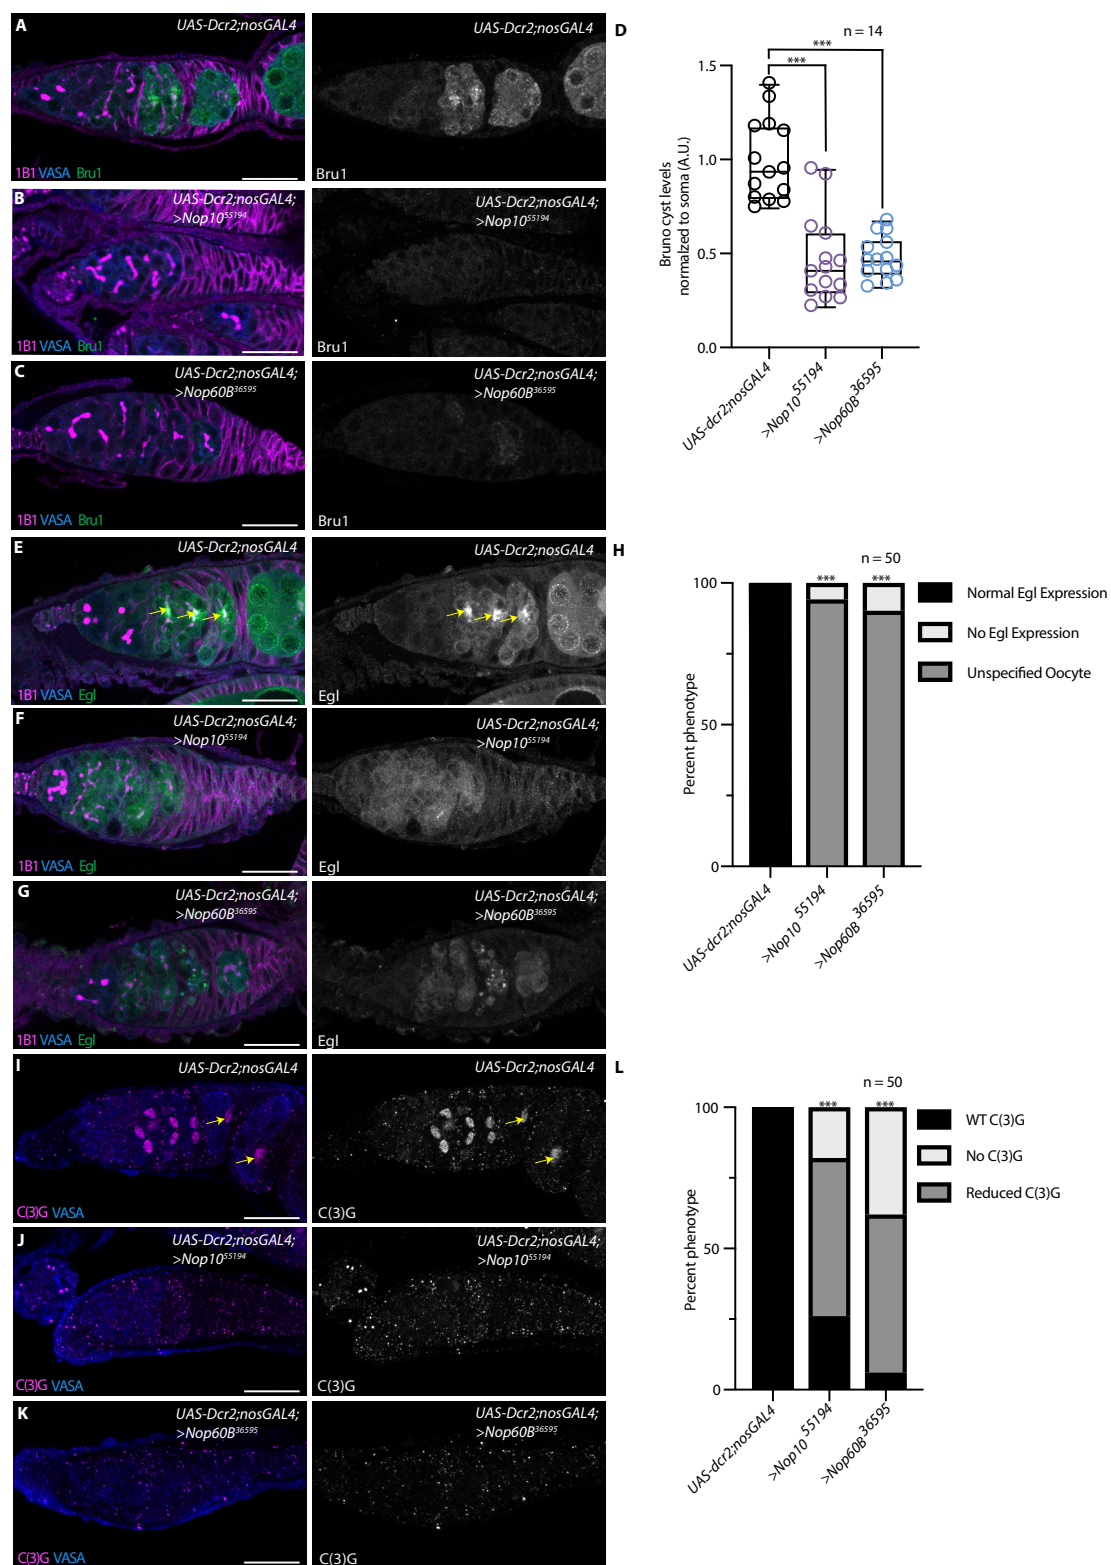

**Fig. S3. The H/ACA snRNP complex is required for meiotic progression**

(A-C) Germaria of *UAS-Dcr2;nosGAL4* (A), *Nop10* (B) and *Nop60B* (C) ovaries stained with anti-1B1 (magenta), anti-Vasa (blue) and anti-Bru1 (green/gray).

(D) Bru1 levels in *UAS-Dcr2;nosGAL4*, *Nop10* and *Nop60B* germaria normalized to soma.

Statistics performed were Dunnett's multiple comparisons test post-hoc test after one-way ANOVA (n = 50 each, \*\*\* p<0.0001).

(E-G) Germaria of *UAS-Dcr2;nosGAL4* (E), *Nop10* (F) and *Nop60B* (G) ovaries stained with anti-1B1 (magenta), anti-Vasa (blue) and anti-Egl (green/gray). Arrow pointing at designated oocyte. Scale bar is 20  $\mu$ m.

(H) Quantification of oogenesis defect phenotypes showing a loss of oocyte specification in germaria depleted of the H/ACA box complex. Statistical analysis performed with Fisher's exact test (n = 50 each, \*\*\* p<0.0001).

(I-K) Germaria of *UAS-Dcr2;nosGAL4* (I), *Nop10* (J) or *Nop60B* (K) ovaries stained with anti-c(3)G (magenta/gray) and anti-Vasa (blue). Arrow points to designated oocyte. Scale bar is 20  $\mu$ m.

(L) Quantification of oogenesis defects in germaria depleted of the H/ACA box complex.

Statistical analysis performed with Fisher's exact test (n = 50 each, \*\*\* p<0.0001).

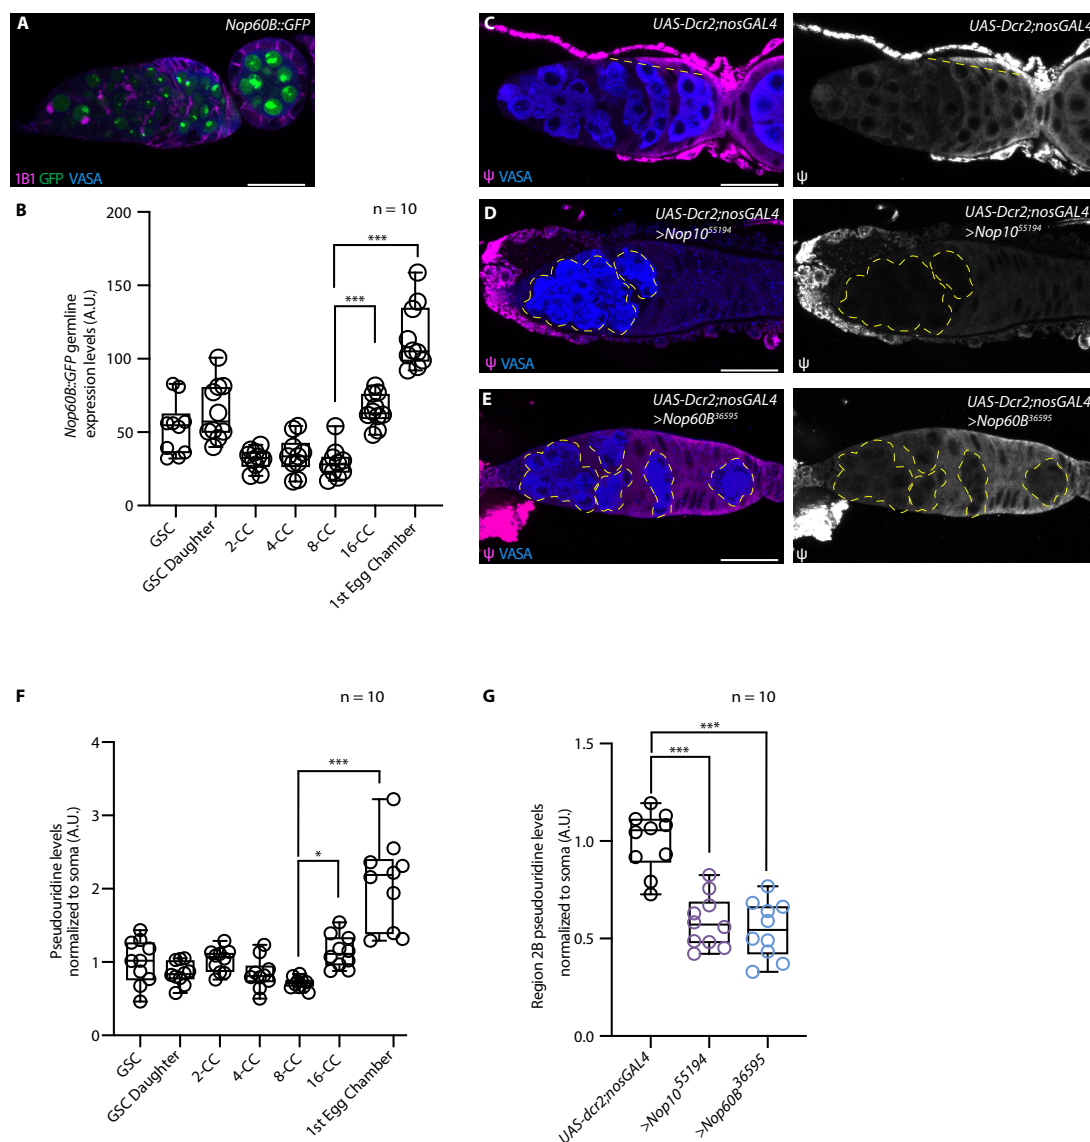

**Fig. S4. Nop60B and pseudouridine increase during transition from cyst to egg chamber**

(A) *Nop60B::GFP* germarium stained with anti-1B1 (magenta), anti-Vasa (blue) and anti-GFP (green/gray). Scale bar is 20  $\mu$ m.

(B) Quantitation of GFP from GSC to 1<sup>st</sup> egg chamber in *Nop60B::GFP* ovary. Statistics performed were Tukey's multiple comparisons post-hoc test after one-way ANOVA. Statistics shown comparing 8-cell cyst to 16-cell cyst and to the egg chamber (n = 10, \*\*\* p<0.001).

(C-E) Germaria of *UAS-Dcr2;nosGAL4* (C), *Nop10* (D) and *Nop60B* ovaries (E) stained with anti-pseudouridine (magenta/gray) and anti-Vasa (blue). Yellow dotted line in control represents area of increasing pseudouridine levels while yellow outline in *Nop10* and *Nop60B* represents loss of pseudouridine. Scale bar is 20  $\mu$ m.

(F) Pseudouridine levels from GSC to 1<sup>st</sup> egg chamber in *UAS-Dcr2;nosGAL4* ovary. Statistics performed were Tukey's multiple comparisons post-hoc test after one-way ANOVA. Statistics shown comparing 8-cell cyst to 16-cell cyst and to the egg chamber (n = 10, \* P < 0.0313, \*\*\* p < 0.001).

(G) Pseudouridine levels in 2B-region of *UAS-Dcr2;nosGAL4* and *Nop10* or *Nop60* ovaries normalized to soma (n = 10, \*\*\* p < 0.001).

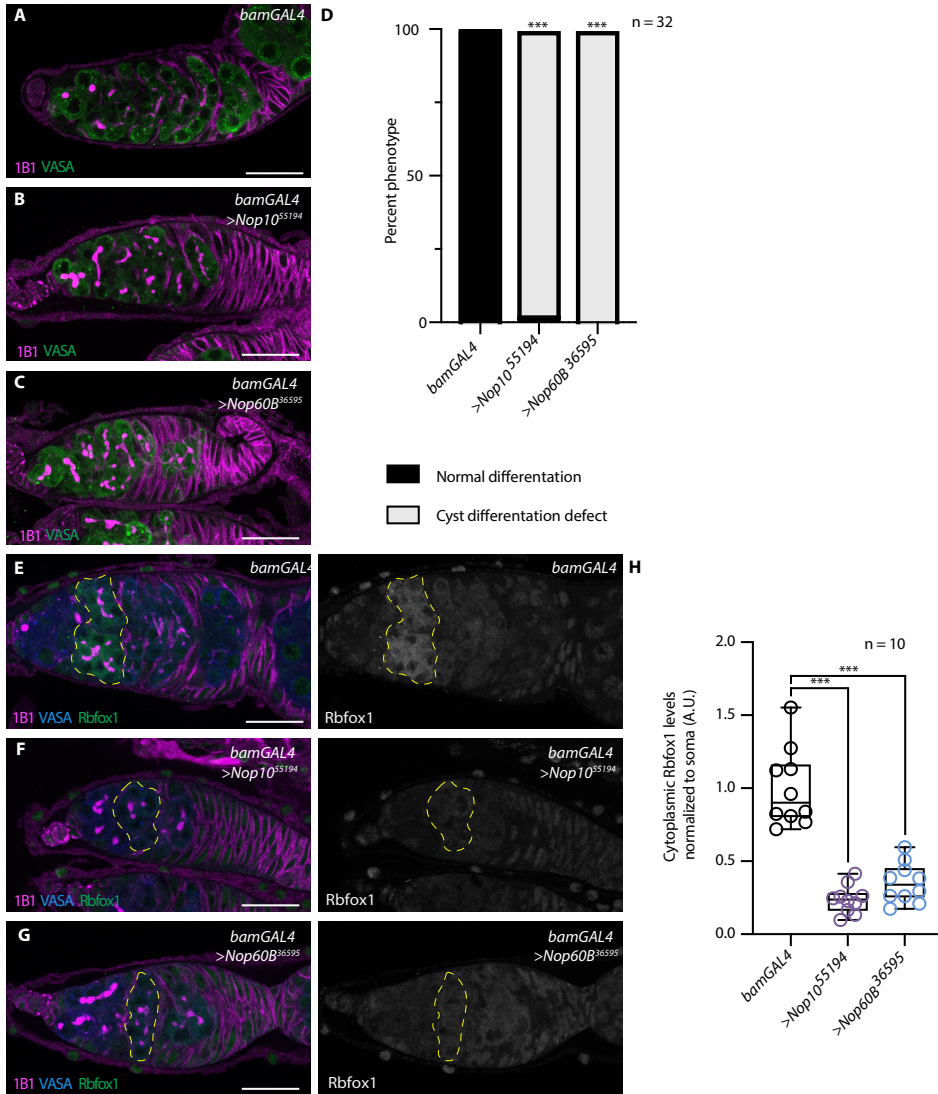

**Fig. S5. The H/ACA snRNP complex is required in the cyst stages**

(A-C) Germaria of *bamGAL4* (A), *Nop10* (B) or *Nop60B* ovaries (C) stained with anti-1B1 (magenta) and anti-Vasa (green). Scale bar is 20  $\mu$ m.

(D) Quantification of oogenesis defect phenotypes per genotype. Statistical analysis performed with Fisher's exact test ( $n = 32$  for all, \*\*\*  $p < 0.0001$ ).

(E-G) Germaria of *bamGAL4*, *Nop10* (F) and *Nop60B* ovaries (G) stained with anti-1B1 (magenta), anti-Vasa (blue) and anti-Rbfox1 (green/gray). Scale bar is 20  $\mu\text{m}$  for all images.

Yellow dotted line outlined cysts.

(H) Quantification of Rbfox1 levels in *Nop10* and *Nop60B* depleted germaria. Statistical analysis performed with Dunnett's multiple comparisons post-hoc test after one-way ANOVA, (n = 10 each, \*\*\*  $p < 0.0001$ ).

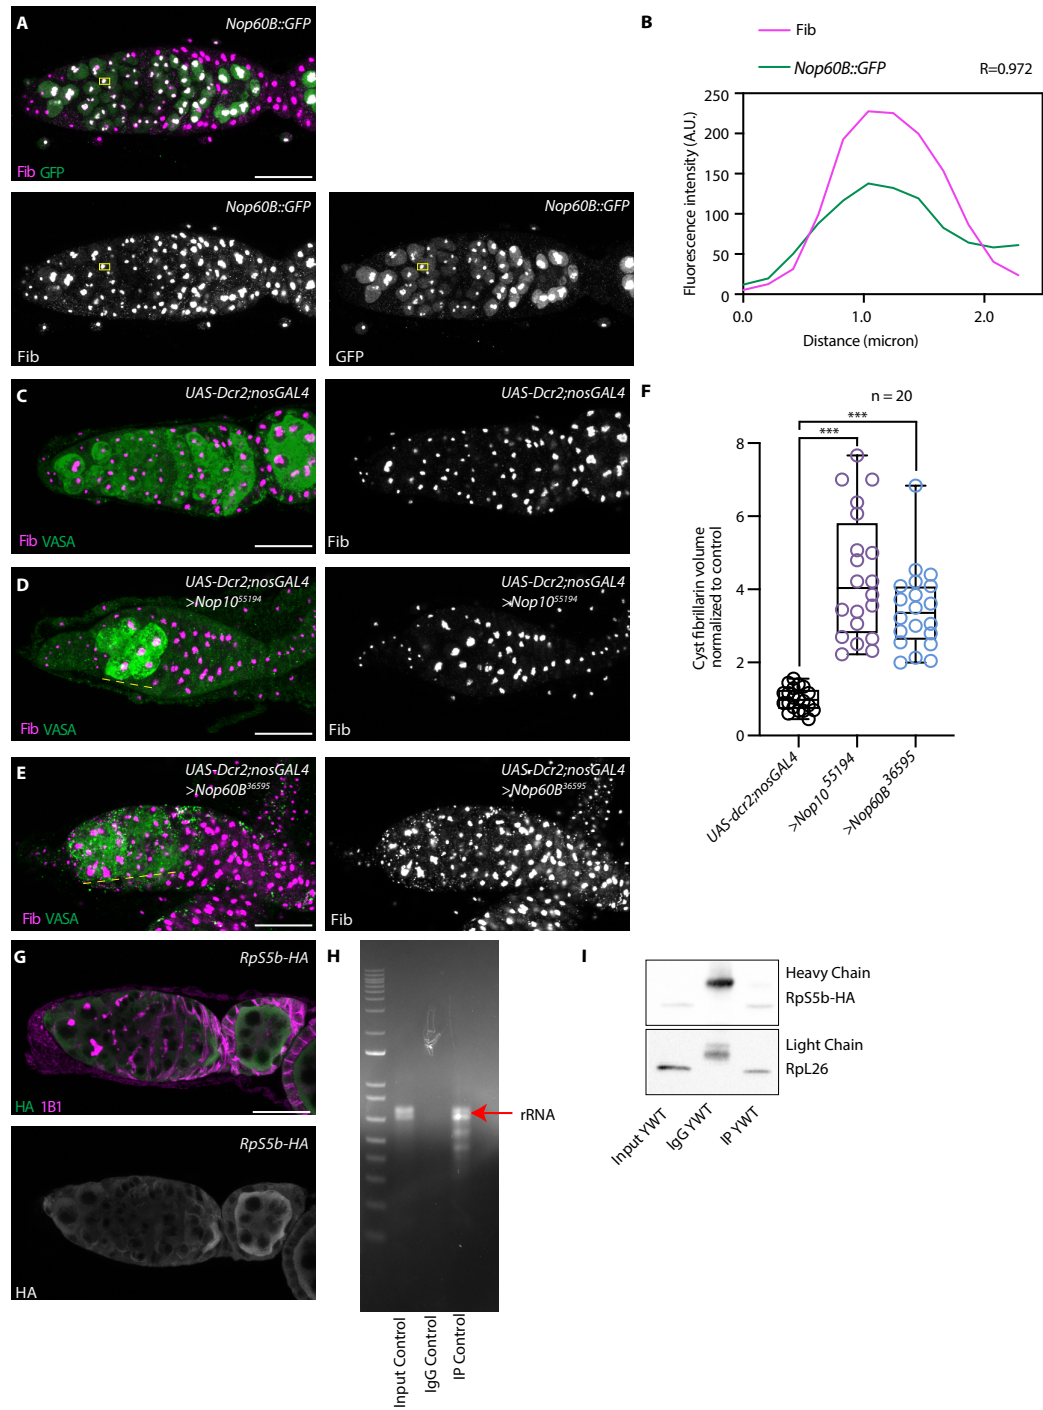

**Fig. S6. The H/ACA snRNP complex deposits pseudouridine on rRNA and is required for proper ribosome biogenesis**

(A) *Nop60B::GFP* germarium stained with Fibrillarin (magenta/gray) and GFP (green/gray).

Scale bar is 20  $\mu$ m.

(B) Fluorescence intensity plot generated from a box of averaged pixels centered around the punctate of Fibrillarin in the yellow box. R values denote Spearman correlation coefficients between GFP and Fibrillarin.

(C-E) Germaria of *UAS-Dcr2;nosGAL4, Nop10* (D) and *Nop60B* (E) ovaries stained with fibrillarin (magenta/gray) and Vasa (green). Scale bar is 20  $\mu$ m.

(F) Quantification of nucleolar volume in the cysts stages per genotype. Statistics performed were Dunnett's multiple comparisons post-hoc test after one-way ANOVA (n = 20 each, \*\*\* p<0.0001).

(G) Germarium of *RpS5b-HA* ovary stained with anti-1B1 (magenta) and anti-HA (green/gray).

(H) Agarose gel of control lysate showing pulldown enrichment of rRNA (red arrow).

(I) Western blot analysis of ribosomal pulldowns probing for HA and RpL26 in input, IgG and pulldown samples.

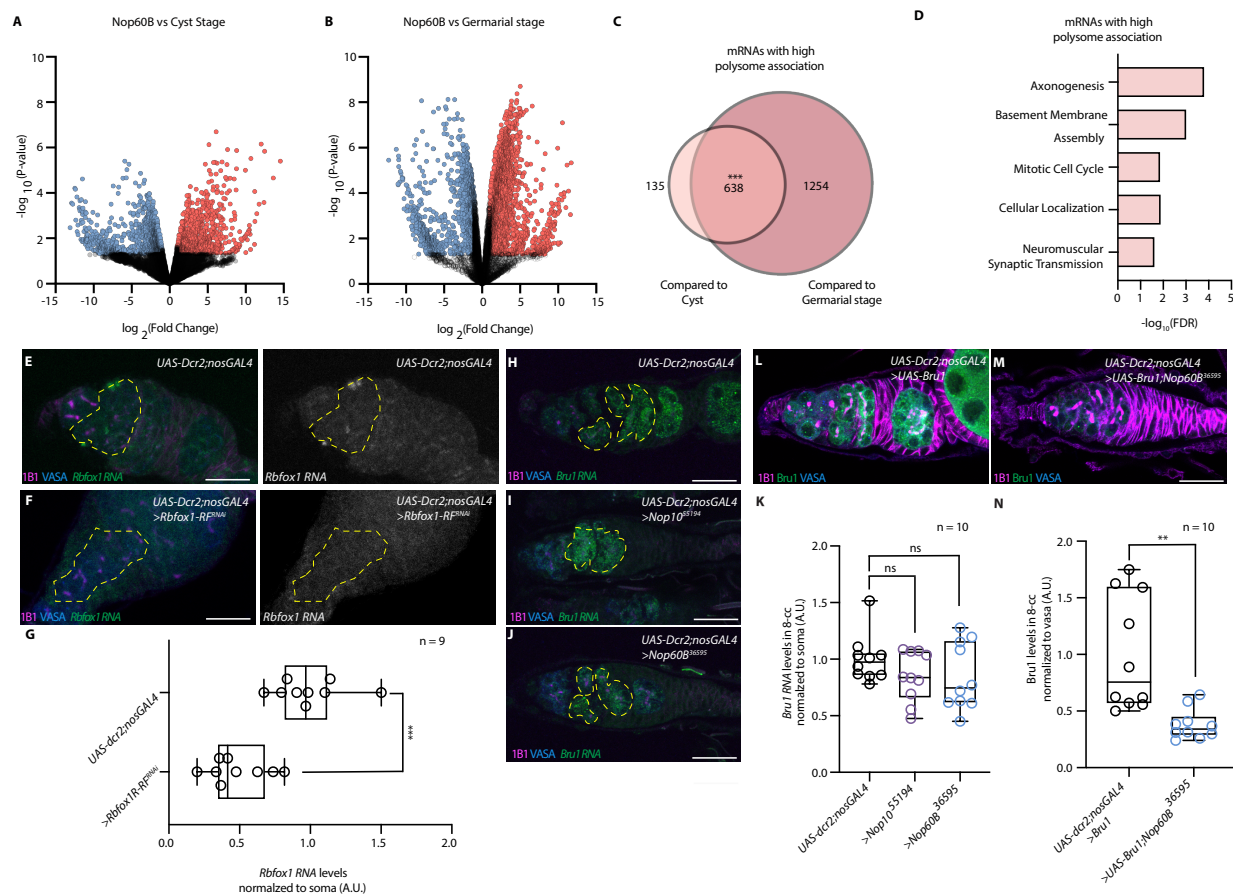

**Fig. S7. The H/ACA snRNP complex is required for translation of meiotic mRNAs**

(A-B) Volcano plot of *Nop60B* vs cyst stages (A) and *Nop60B* vs germarial stages (YWT) (B) showing mRNAs that have low and high association with ribosomes (n = 2, targets identified as 2-fold cutoff).

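The overlap of the comparisons with the germarial and cyst controls was counted in the polysome libraries over the 10035 tested genes. A total of 612 mRNAs were increased against both controls, where chance alone would give 139 for independent comparisons, while 801 were increased against the germarial control only and 375 against the cyst control only. For the reduced mRNAs the corresponding numbers were 527 against the germarial control only and 1022 against the cyst control only. The hypergeometric p-value for the overlap of reduced mRNAs was 9.48e-238, which takes the comparisons as independent although they use the same Nop60B-depleted libraries. Few mRNAs changed in opposite directions against the 2 controls: 8 of those reduced against the germarial control were increased against the cyst control, and 37 of those increased against the germarial control were reduced against the cyst control.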

(C) Venn diagram illustrating overlapping targets of *Nop60B*-polysome > 2 fold (significance to low to compute using RStudio using Hypergeometric Test). Germarial stages consist of ovaries of young *UAS-Dcr2;nosGAL4* while the cyst stage consist of *bamRNAi;hsbam* which enrich for cyst stages in development (enrichment described in methods).

(D) Significant biological process GO terms of shared highly associated mRNAs in *Nop60B*.

(E) In situ hybridization to *Rbfox1* RNA (green/gray), anti-1B1 (magenta) and anti-Vasa (blue) in *UAS-Dcr2;nosGAL4* (E) and *Rbfox1-RF<sup>RNAi</sup>* (F) ovaries. Scale bar is 20  $\mu$ m. Yellow dotted line outlines *Rbfox1* RNA.

(G) Quantification of *Rbfox1* levels in *UAS-Dcr2;nosGAL4* and *Rbfox1-RF<sup>RNAi</sup>* ovaries normalized to soma. Statistics performed were unpaired t-test (n = 9 each, \*\*\*, p=0.0002).

(H-J) In situ hybridization to *bru1* RNA (green/gray), anti-1B1 (magenta) and anti-Vasa (blue) in *UAS-Dcr2;nosGAL4* (H), *Nop10* (I) and *Nop60B* (J). Scale bar is 20  $\mu$ m. Yellow dotted line outlines *bru1* RNA.

(K) Quantification of *bru1* RNA levels in *Nop10* and *Nop60B* ovaries normalized to soma. Statistics performed were Dunnett's multiple comparisons post-hoc test after one-way ANOVA (n = 10 each, ns, p=0.3606 and p=0.3752 respectively).

(L-M) The expression of the transgene, *UAS-bru1*, driven in the germlarium of *UAS-Dcr2;nosGAL4* (I) and (J) *Nop60B* ovaries (J). Scale bar is 20  $\mu$ m.

(N) Quantification of *bru1* levels normalized to Vasa. Statistics performed were unpaired t-test (n = 10 each, \*\* p=.0015).

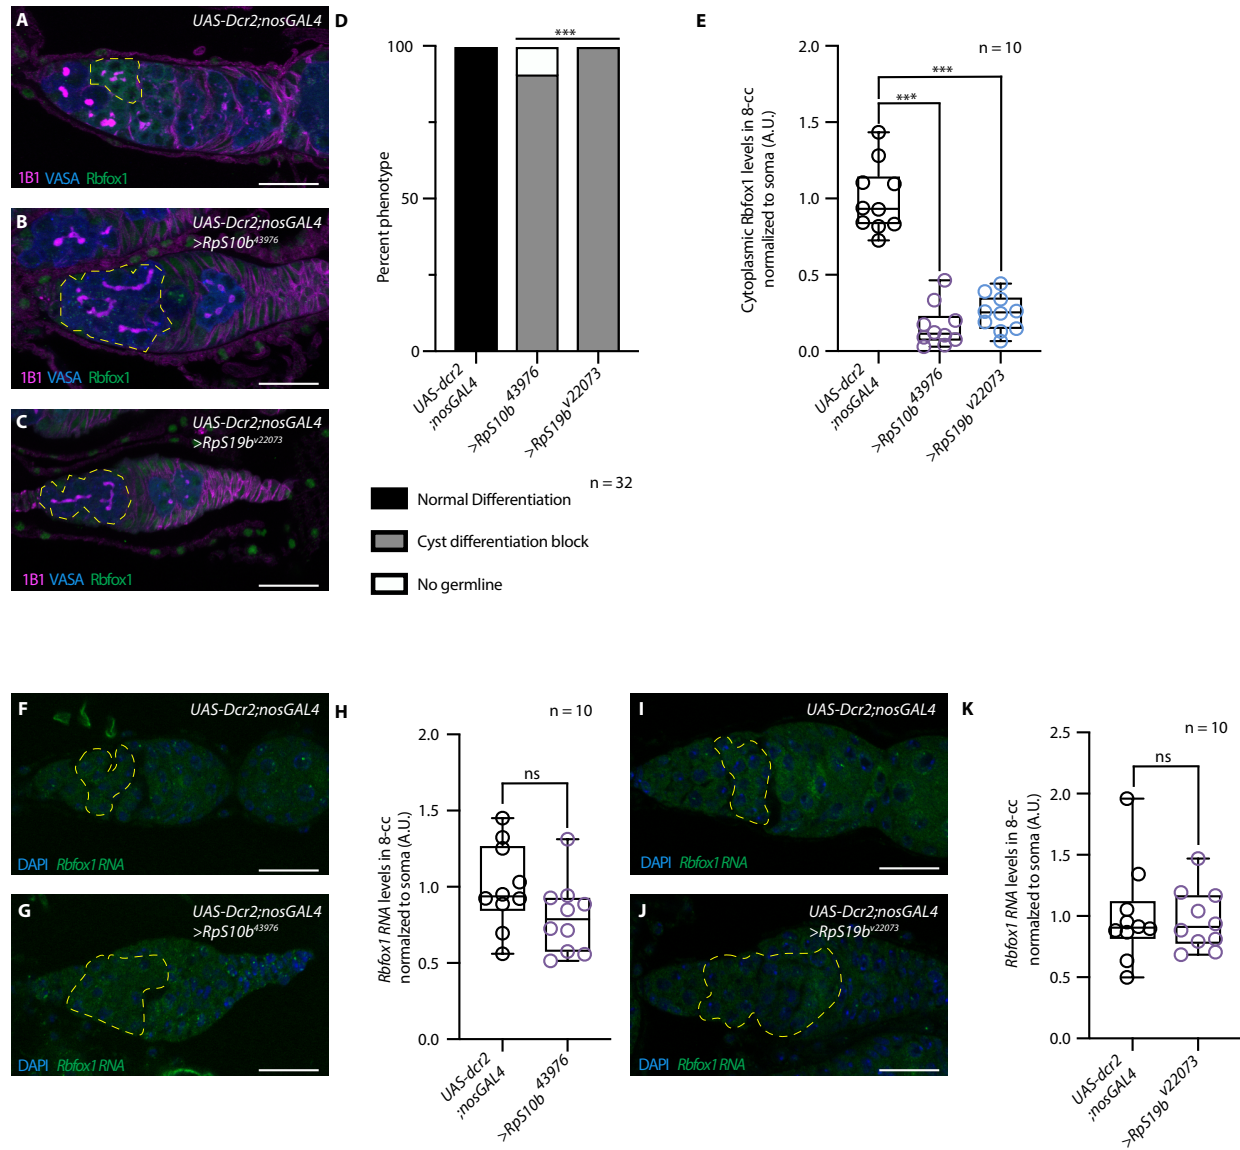

**Fig. S8. Ribosomal paralogs are required for Rbfox1 translation**

(A-C) *UAS-Dcr2;nosGAL4* (A), *RpS10b* (B) and *RpS19b* (C) ovaries stained with anti-1B1 (magenta), anti-Vasa (blue) and anti-Rbfox1 (green). Scale bar is 20  $\mu$ m. Yellow dotted lines outline cysts.

(D) Quantification of oogenesis defect phenotypes per genotype. Statistical analysis performed with Fisher's exact test (n = 32 for all, \*\*\* p<0.0001).

(E) Quantification of cytoplasmic Rbfox1 levels normalized to soma in germline depletion of *RpS10b* and *RpS19b*. Statistics performed were Dunnett's multiple comparisons post-hoc test after one-way ANOVA (n = 10 each, \*\*\* p<0.0001).

(F-G) In situ hybridization of *Rbfox1* RNA (green) and DAPI (blue) in *UAS-Dcr2;nosGAL4* (F) and *RpS10b* (G) ovaries. Scale bar is 20  $\mu$ m. Yellow dotted line outlines *Rbfox1* RNA.

(H) Quantification of *Rbfox1* RNA levels in *RpS10b* ovaries normalized to soma. Statistics performed were unpaired t-test (n = 10 each, ns, p=0.1006).

(I-J) In situ hybridization of *Rbfox1* RNA (green) and DAPI staining (blue) in *UAS-Dcr2;nosGAL4* (I) and *RpS19b* (J) ovaries. Scale bar for all images is 20  $\mu$ m. Yellow dotted line outlines *Rbfox1* RNA.

(K) Quantification of *Rbfox1* RNA levels in *RpS19b* ovaries normalized to soma. Statistics performed were unpaired t-test (n = 10 each, ns, p=0.8258).

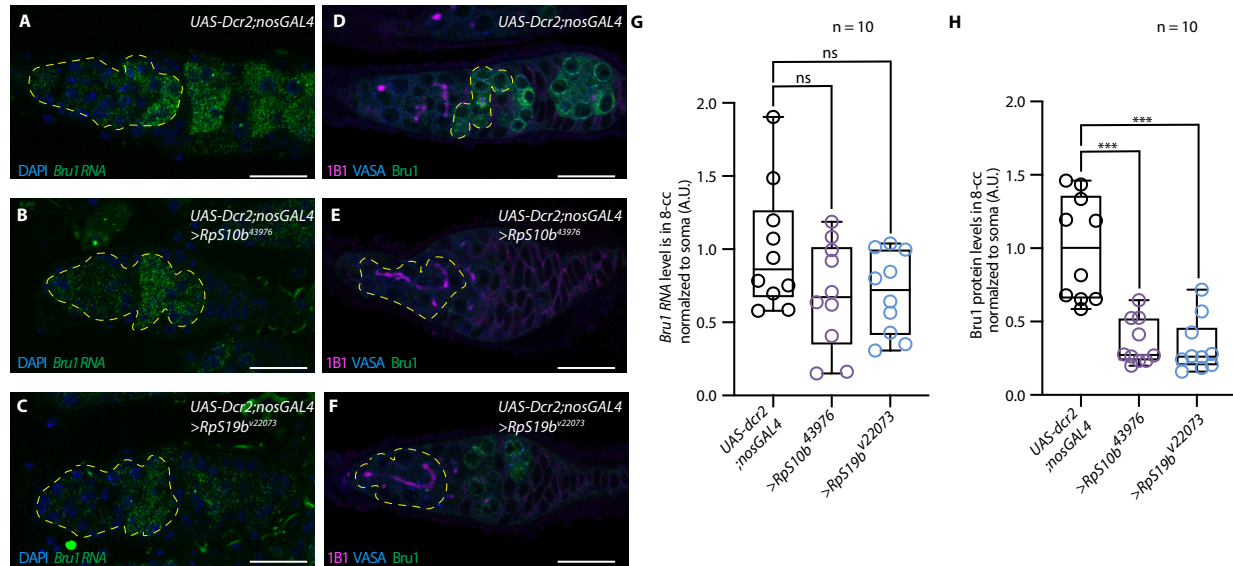

**Fig. S9. Ribosomal paralogs are required for *bru1* translation**

(A-C) In situ hybridization to *bru1* RNA (green) and DAPI staining (blue) in *UAS-Dcr2;nosGAL4* (A), *RpS10b* (B) and *RpS19b* (C) ovaries. Scale bar is 20  $\mu$ m. Yellow dotted line outlines *bru1* RNA.

(D-F) Germarium of *UAS-Dcr2;nosGAL4* (D), *RpS10b* (E) and *RpS19b* (F) stained with anti-1B1 (magenta), anti-Vasa (blue) and anti-Bru1 (green). Scale bar is 20  $\mu$ m. Yellow dotted line outlines cysts.

(G) Quantification of *bru1* RNA levels normalized to soma in *RpS10b* and *RpS19b* ovaries. Statistics performed were Dunnett's multiple comparisons post-hoc test after one-way ANOVA (n = 10 each, not significant, p=0.1149 and 0.1325, respectively).

(H) Quantification, selected from the region of interest (marked by yellow dotted line), of Bru1 protein levels normalized to soma in *RpS10b* and *RpS19b*. Statistics performed were Dunnett's multiple comparisons post-hoc test after one-way ANOVA (n = 10 each, \*\*\* p<0.0001).

**A**

| Flybase symbol | Pseudouridine Synthase | Location             |
|----------------|------------------------|----------------------|
| CG7849         | TruB/TruB2             | Unknown tRNA or mRNA |
| CG3709         | Pus10                  | tRNA Uracil 55       |

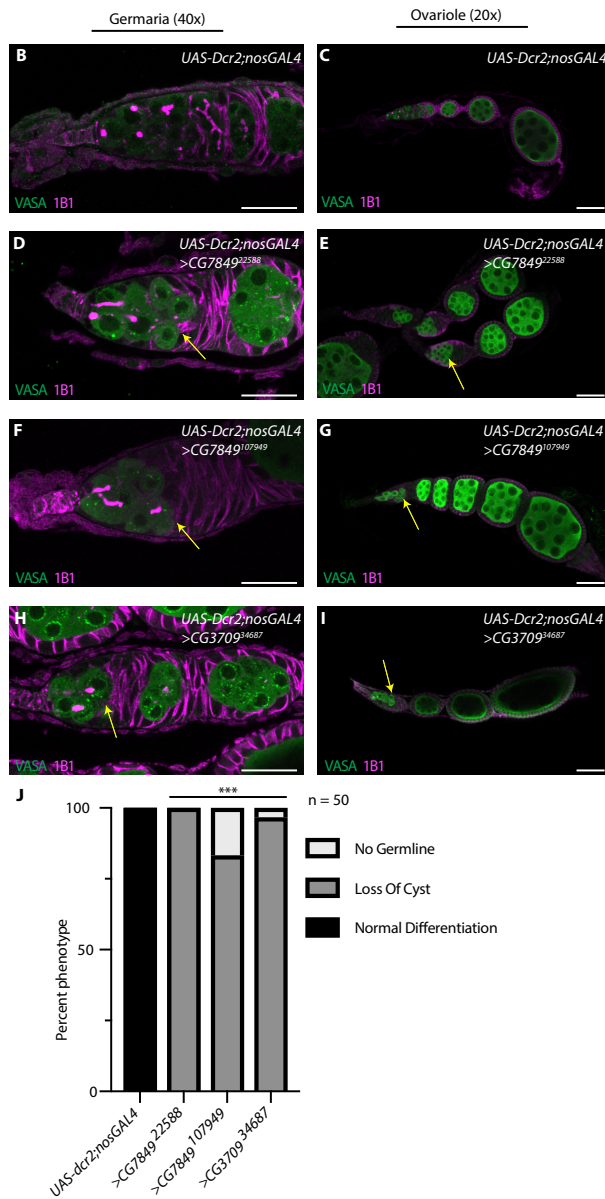

**Fig. S10. tRNA pseudouridine synthases are required for differentiation but do not phenocopy loss of rRNA pseudouridine synthases**

(A) Table of tRNA pseudouridine synthases and location of pseudouridine deposition found to have a differentiation defect.

(B, C) Images of a germarium at 40x (B) and an ovariole at 20x (C) of *UAS-Dcr2;nosGAL4* ovaries stained with anti-1B1 (magenta) and anti-Vasa (green).

(D, E) Images at 40x (D) and 20x (E) of germarium where *CG7849* is depleted in the germline and stained with anti-1B1 (magenta) and anti-Vasa (green).

(F, G) Images at 40x (F) and 20x (G) of germarium using a second RNAi line to deplete *CG7849* in the germline and stained with anti-1B1 (magenta) and anti-Vasa (green).

(H, I) Images at 40x (H) and 20x (I) of germarium where *CG3709* is depleted in the germline and stained with anti-1B1 (magenta) and anti-Vasa (green). Yellow arrow points to region where cysts are lost in all 20x images. Scale bar is 20  $\mu$ m.

(J) Quantification of oogenesis defect phenotypes in germline knockdown of tRNA pseudouridine synthases. Statistical analysis performed with Fisher's exact test ( $n = 50$  each, \*\*\*  $p < 0.0001$ ).

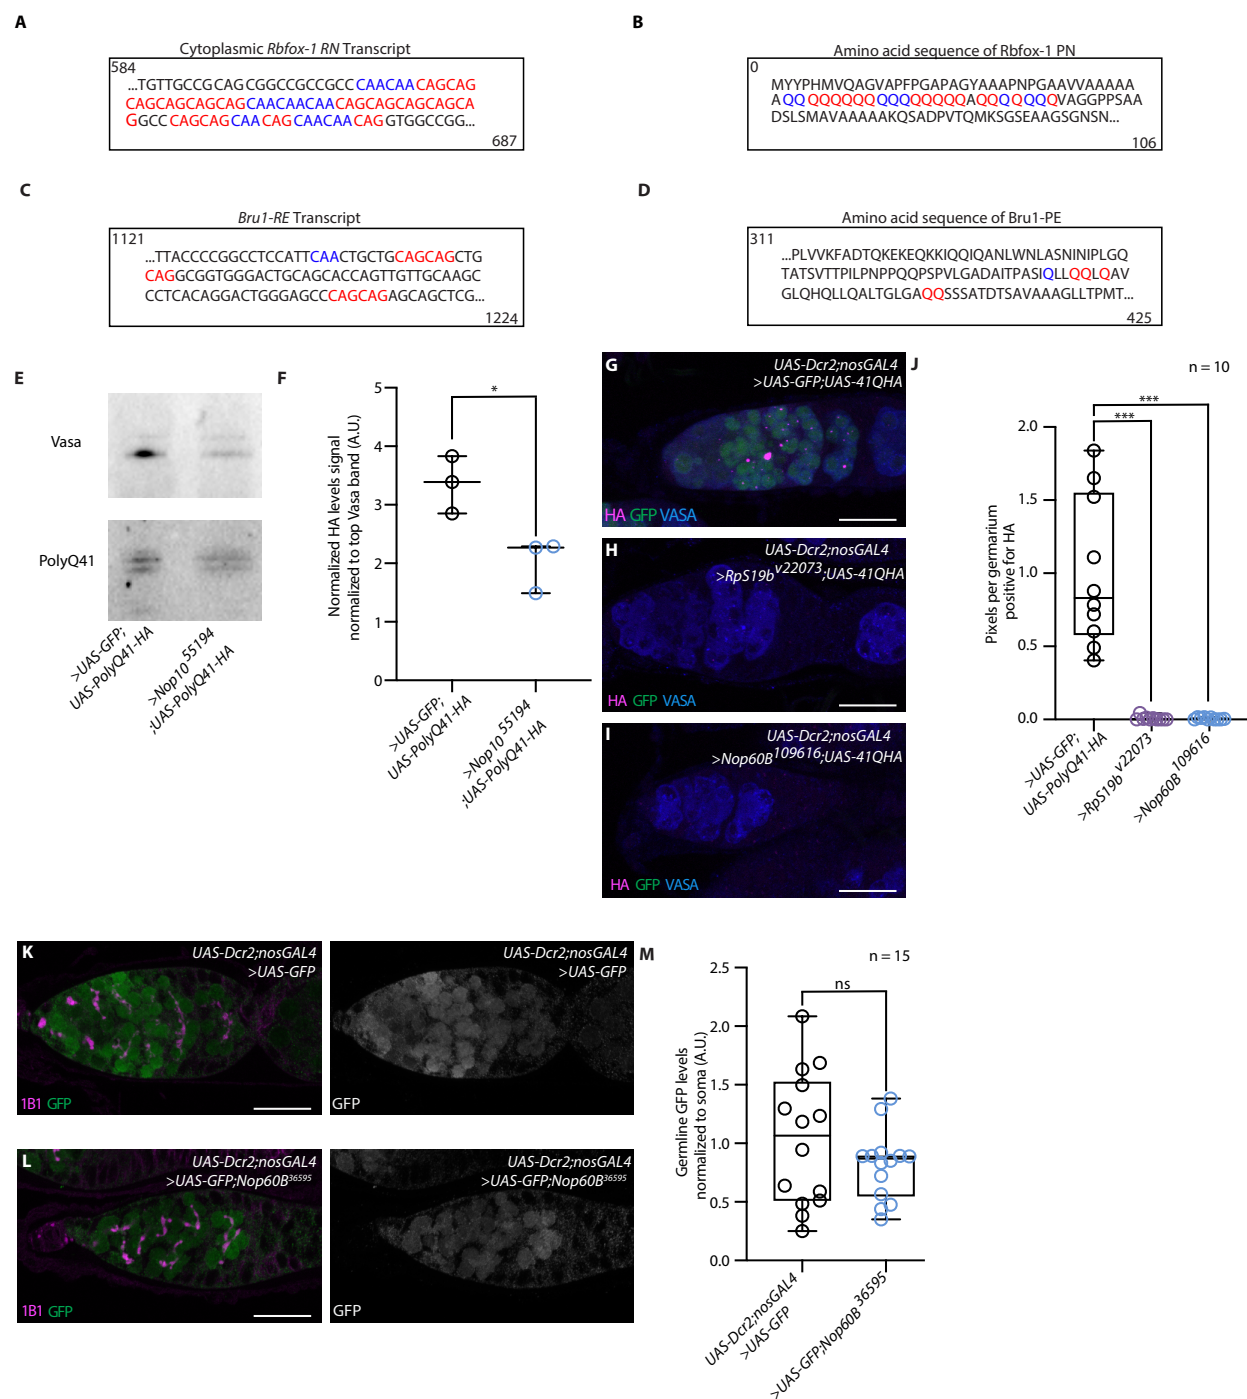

**Fig. S11. The H/ACA snRNP complex is required for translating polyQ proteins**

(A) *Rbfox1*-RN sequence with glutamine (Q) codons CAA (blue) and CAG (red) and corresponding protein sequence Rbfox1-PN (B).

(C) *bru1-RE* sequence with glutamine (Q) codons CAA (red) and CAG (blue) and corresponding protein sequence Bru1-PE (D).

(E) Western blot of poly41Q-HA in control and *Nop10* ovaries. Western was probed with HA to detect polyQ.

(F) Signal-ratio between the HA and upper Vasa band. Statistics performed were unpaired t-test (n = 3, \* p=.0253).

(G-I) Poly41Q-HA reporter in *UAS-Dcr2;nosGAL4*, *RpS19b* (H) and *Nop60B* (I) ovaries stained with anti-HA (magenta), anti-GFP (green) and anti-Vasa (blue). Scale bar is 20  $\mu$ m.

(J) HA reporter quantitation using unpaired t-test (n = 10, \*\*\* p=0.0001).

(K, L) *UAS-GFP* in control (K) and *Nop60B* (L) ovaries, stained with anti-1B1 (magenta) and anti-GFP (green/gray). Scale bar is 20  $\mu$ m.

(M) Quantitation of GFP levels normalized to soma. Statistics performed were unpaired t-test (n = 15, ns, p=0.2187).

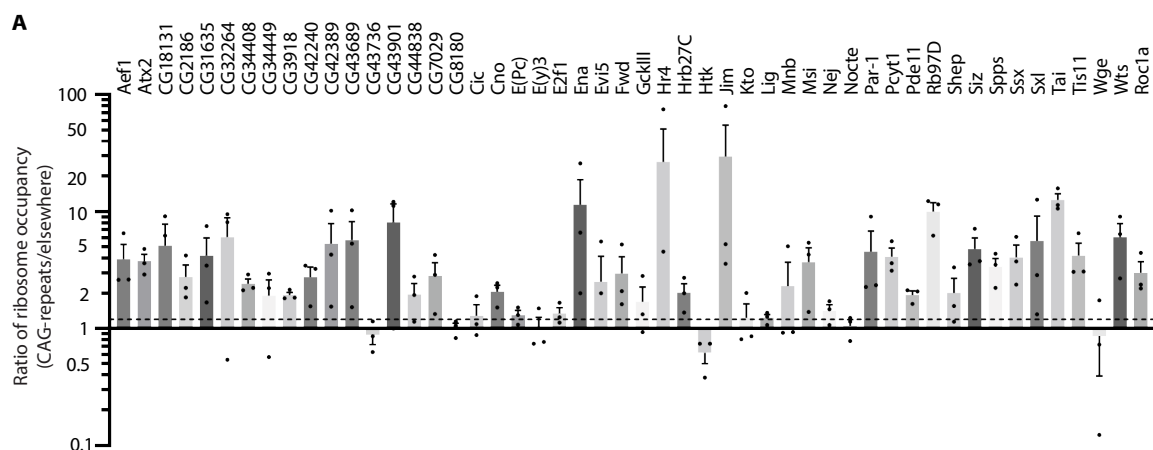

**Fig S12. Enrichment of ribosomes at CAG-repeats.**

(A) Ribosome occupancy within and outside of CAG-repeats was calculated for all poly-Q (plus additional poly-S and poly-A) tract-containing transcripts identified in the peak-finding analysis.

The ratio of ribosome occupancy on the region containing CAG-repeats  $\pm$  50-nt flanking sequences to ribosome occupancy on the remainder of the transcript was plotted for each transcript with ribosome occupancy in at least two of the three Ribo-Seq experiments. 45 out of 50 transcripts showed over 20% increase (dotted line) in ribosome occupancy at CAG-repeats; 34 out of 50 transcripts showed over 2-fold increase. Ribosome occupancy was defined as: # of Ribo-Seq tags / # of RNA-Seq tags. Values are mean + SEM for means  $> 1$  or mean – SEM for means  $< 1$  from three Ribo-Seq experiments.

(D, E) *UAS-Dcr2;nosGAL4* in ethanol (D) and rapamycin (E) treated ovaries stained with anti-1B1 (magenta), anti-Rbfox1 (green) and anti-Vasa (blue). Scale bar is 20  $\mu$ m.

(F) Quantification of oogenesis defects in ethanol vs rapamycin treated ovariole. Statistical analysis performed with Fisher's exact test (ethanol treated n = 20, rapamycin treated n = 71, \*\*\* p<0.0003).

(G) Quantitation of Rbfox1 levels normalized to DAPI. Statistics performed were unpaired t-test (ethanol n = 12, rapamycin n = 12, \*\*\*, p=0.0004).

(H) *Aramis::GFP;nosGAL4, Nop60B* (I) and *UAS-Raptor;Nop60B* (J) ovaries stained with anti-1B1 (magenta) and anti-GFP (green). Scale bar is 20  $\mu$ m.

(K) GFP quantitation from the cyst region using Dunnett's multiple comparisons post-hoc test after one-way ANOVA (n = 10 for all, \*\*\* p<0.0001, ns p = 0.0118).

**Table S1:** (A) PTM code for the modifications identified. The 1<sup>st</sup> column represents the Modomics code, the 2<sup>nd</sup> column represents the PTM name and the 3<sup>rd</sup> column the shortened modification name. (B) Summary of RNA PTM profiles obtained from GSCs, GSC daughters, cysts (early cysts), young wild type (later cysts and early egg chambers) and wild type (late-stage egg chambers). Each value represents the average and standard deviation of the respective relative abundances (AvP%, see Methods). A different shade of color was assigned only if the RNA PTMs relative abundance was statistically different from that of the GSCs input reference (1st column) with a p value not exceeding 0.05.

**Table S2:** (A) Excel spreadsheet of the RNA modification screen that contains the gene names, stock numbers, type of modification and phenotype. The raw number of germaria were counted. (B) The RNA modification screen represented as percent phenotypes.

**Table S3:** Summary of PTM profiles obtained. Each value represents the average and standard deviation of the respective relative abundances (AvP%, see Methods). A different shade of color was assigned only if the RNA PTMs relative abundance was statistically different from that of the cysts input reference (1<sup>st</sup> column) with a p value not exceeding 0.05.

**Table S4:** Spreadsheet of mRNA targets identified from pull-down utilizing pseudouridine antibody with a 2-fold cut off. Pseudourine pull-down followed by poly(A) selected mRNAs (IP) compared to poly(A) selected mRNAs from the input. (A) Genes that were lower than 2-fold enriched (B) genes that were higher than 2-fold enriched and (C) fold-enrichment values for all genes. It is possible only mRNAs that are highly pseudouridylated are pulled down and lowly pseudouridylated RNAs may not be represented due to methodological lack of sensitivity.

**Table S5:** (A) MEME discriminative mode motif enrichment output of the 5' UTR, CDS and 3' UTR of genes that are lowly associated with ribosomes in germaria depleted of Nop60B. E-value, sites and width are provided for each identified motif. (B) MEME discriminative mode motif enrichment output of the 5' UTR, CDS and 3' UTR of genes highly associated with polysomes in germaria depleted of *Nop60B*. E-value, sites and width are provided for each identified motif.

**Table S6:** (A) Correlation plots comparing Ribo-Seq datasets showing high reproducibility between libraries. (B) Column A: mRNA targets identified by Ribo-Seq that contain the CAG motif. Column B: mRNAs containing a strict repeating CAG (no interruptions). Column C: locations of the CAG motif. Column D: length of the longest CAG repeat present in the mRNA or if there are other amino acid repeats present.

**Table S7:** (A) Find Individual Motif Occurrences (FIMO) output of QQQQQ motif search in genes that were lowly associated with polysomes in Nop60B depleted germaria. List of 181 unique genes that significantly contain a motif resembling QQQQQ. (B) All transcripts from the FIMO output of QQQQQ motif search in genes lowly associated with the polysome in Nop60B depleted germaria. Also provided are the p-value and matched motif sequences in each transcript. (C) Unique genes (3665) identified from FIMO output of 5-CAG motif search in genes with 1 or more transcripts per million in the cyst stage of development. (D) Output from FIMO of 5-CAG motif search in genes with 50 or more transcripts per million in the cyst stage of development. (E) Output from FIMO of 5-CAG motif search in genes with 1-50 transcripts per million in the cyst stage of development.

**Primer List:** (A) List of Stellaris *in situ* probes to detect *Rbfox1* mRNA. (B) List of Stellaris *in situ* probes used to detect *bru1* mRNA. (C) List of probes used for *Nop10*, *Nop60B* and  $\alpha$ -*Tubulin at 84B* for qPCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

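The polysome sequencing experiment comprised 12 libraries: Nop60B germline RNAi ovaries, young UAS-Dcr2;nosGAL4 ovaries (the germarial control, YWT) and bam RNAi;hs-bam ovaries (the cyst control), each with 2 input and 2 polysome libraries. The authors aligned single-end 75-bp reads to dm6 with HISAT2, guided by RefSeq transcripts, and counted them with featureCounts; they deposited raw counts for 17023 FlyBase genes per library, without normalization. The paper's text does not name the strand setting, the treatment of reads with several alignments or the software versions. The deposited counts were whole numbers, no pair of libraries was identical, and the sum over genes was taken as the depth. Totals were 8902787 and 8505612 in the germarial control inputs, 16946583 and 21626125 in its polysomes, 13364747 and 13360006 in the Nop60B RNAi inputs, 15794780 and 15130319 in its polysomes, 10037002 and 15463633 in the cyst control inputs, and 2780781 and 13865679 in its polysomes. Reads carried no molecular identifiers, so lower bounds and intervals cover counting error only.

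Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 6 groups, which left 10035 genes, and libraries were scaled by TMM. A quasi-likelihood model with one mean per group was fitted to all 12 libraries, because 2 libraries per group give little information on the spread between replicates. The spread was thus taken as shared by all groups, although the cyst control replicates differed from each other more than the rest. Nop60B RNAi was compared with each control in polysomes, in input, and in the change of the polysome-to-input ratio. Following the paper's stated criteria, mRNAs with a fold change of at least 2 and an unadjusted P under 0.05 were called, and mRNAs called against both controls were counted together. Benjamini-Hochberg adjusted values from the same edgeR test are given for single genes. The paper names RIVET for this step, and its settings were not repeated here. With 2 libraries per group, no test that permutes libraries can give a p-value under 0.05.

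Each input library was paired with the polysome library of the same genotype and number, since both came from one lysate. Across genes, the deviations of replicate 1 from replicate 2 were correlated between input and polysomes in the cyst control (r = 0.286) but hardly in the germarial control (r = 0.0362) or in Nop60B RNAi (r = -0.000803). Between libraries of different genotypes the same correlation ranged from -0.0504 to 0.151, and it was highest between the polysomes of the germarial and cyst controls, so an effect shared by replicate number is not excluded. A replicate block was used as an alternative only.

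Gene lists for meiosis, the synaptonemal complex, the mitotic cell cycle, the basement membrane, heat shock, and germline, somatic and vitellogenic markers were written before the counts were examined. They were tested with limma 3.58.1's camera on log CPM with the inter-gene correlation estimated for each list, in 56 tests over 8 lists. Of 217 listed symbols, 194 matched a tested gene by current symbol or locus tag; the others are not analysed here. Glutamine tracts were searched in proteins translated from 30779 annotated coding sequences of release 6, of which 586 held an internal stop, and 13648 of the 17023 genes had a coding sequence. The search used Python 3.11.15 with Biopython 1.88. Tract shares were compared by two-sided Fisher's exact tests, with the other tested coding genes as background, under 4 definitions of a tract. In the main fit 32 odds ratios were computed, and the logistic regressions and alternative settings gave further ones not counted in that number. Positions came from Ensembl release 115, which listed 16647 of the 17023 genes; 376 had a name in neither annotation.

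The genes named were chosen by a rule written before the counts were examined: every gene the paper names in connection with these data, and the 5 reduced and 5 increased genes with the largest change against both controls among those with a Benjamini-Hochberg adjusted p-value under 0.05 in both comparisons and a mean of at least 10 CPM over the polysome libraries, ranked by the smaller of the 2 changes. Where a group had no library above 3 counts, the fold is given as a lower bound at 3 counts.

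All statistics were first tested on simulated counts drawn for 10035 genes with the means, depths and spread of the deposited libraries, with 200 genes changed 2-fold or 4-fold in Nop60B RNAi polysomes in each of 10 simulations. With edgeR, 63.4% of genes lowered 4-fold and 16.8% of genes lowered 2-fold were called in polysomes against both controls, and 39.8% and 7.60% in the ratio; 0 were called in the wrong direction. On average 100.6 unchanged genes per simulation were called in polysomes and 106.7 in the ratio. An earlier version used 3 simulations, whose shares moved with the random draw; its share of 4-fold reductions called was higher and that of 2-fold reductions in polysomes lower. The number was raised to 10 once, after those shares had been seen, and the shares from the 10 simulations were taken as they came. At the same time a stop in the script that had counted chance calls in the inputs, where no change was simulated, as calls in the wrong direction was limited to polysomes and the ratio.

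The alternatives were DESeq2 1.42.0 with its own size factors, limma voom, RLE size factors, library size alone, all genes with at least 1 count in any library, genes with at least 10 counts in every library, only the libraries of the comparison, a block (the replicate number for polysomes and input, the lysate for the ratio), a Benjamini-Hochberg adjusted threshold, no fold change minimum, and leaving out each replicate of each genotype. They were fixed before the data were examined, except for the tract definition of at least 3 glutamines in a window of 5, which was added afterwards. The motif searches, the GO term analysis, the ribosome footprinting, the mass spectrometry and the imaging were not analysed here.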

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

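The tests of germline, somatic and vitellogenic markers described here were chosen after the result was seen, and the tests of scaling and depth before.

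The paper reports on the polysome libraries and gives no result for the input libraries of the same lysates. In those inputs, 258 mRNAs were reduced and 510 were increased in Nop60B RNAi against both controls at an unadjusted P under 0.05 and a fold change of at least 2, where 65.1 and 104 would overlap by chance if the comparisons were independent. They share the Nop60B RNAi libraries and are not. After Benjamini-Hochberg adjustment, 49 and 112 remained. Of the 649 mRNAs reduced in polysomes against both controls, 78.4% also had a lower input level against both.

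The authors' counts carry no normalization. With library size alone in place of TMM, the share was 75.5%, so the pattern was present without TMM. The TMM factors of the inputs were only 0.873 to 1.07, so this exchange could move the share little, and it does not exclude a scaling error common to both. Across the other alternatives it was 75.9% with RLE size factors, 73.7% with DESeq2, 73.0% with limma voom, 82.0% with all genes with at least 1 count, 80.9% with at least 10 counts in every library, 89.8% with only the libraries of the comparison and 80.2% with the replicate block, and it went from 65.8% to 78.9% across the fits that left out one replicate. The low depth of replicate 1 of the cyst control polysomes was tested by thinning every library to its 2780781 counts. The correlation across genes between polysome and input log2 fold changes against the cyst control was 0.645 after thinning and 0.632 before. Low depth would weaken such a correlation, and thinning does not remove it, so this does not decide whether depth plays a part; against the germarial control, a comparison without that library, the correlation was 0.605. A smaller share of germline RNA was tested with germline marker genes: against the germarial control, the mean log2 fold change of germline marker genes in the input differed from that of the other genes by -3.03 (limma camera, adjusted p = 0.0419 over 56 tests, 18 of 20 genes lower). Against the cyst control the difference was -3.23 (adjusted p = 0.0419, 20 of 20 genes lower). Somatic marker genes differed from the other genes in the input by 0.71 against the germarial control (adjusted p = 0.541, 5 of 23 lower). Against the cyst control they differed by 0.80 (adjusted p = 0.541, 7 of 23 lower). A smaller germline share would give this direction, but neither difference passed the threshold. The germline markers did not move together: against the germarial control, the input log2 fold change was 0.79 for tud and -0.32 for spn-E but -6.75 for swa and -8.69 for osk, so a change of the germline share alone does not account for the pattern. Of the 20 germline markers, 12 were themselves among the 649. Vitellogenic genes, a list of later stages, differed from the other genes in the input by -1.47 against the germarial control (adjusted p = 0.307, 15 of 24 lower) and by -4.36 against the cyst control (adjusted p = 0.0603, 24 of 24 lower). In the cyst control input they were 2.89 above their level in the germarial control input (adjusted p = 0.102), relative to the other genes, so the fall against the cyst control rests largely on that control. The genes of the list that were higher in Nop60B RNAi than in the germarial control had few or no counts there. All 11 vitellogenic genes with at least 10 CPM in the germarial control input were lower, from -0.44 for Yp1 to -7.66 for yl. A difference in the stages of the germ cells would give such a fall. The paper describes the germarial control as germaria with early egg chambers, and reports that depletion of the complex left no egg chambers. The fall in polysomes and input is thus to be read with this difference in stages. The libraries, made from whole ovaries, do not part it from a change within each cell. Contamination by other organisms and sequencing batch were not tested.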

How the results depend on the processing

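Each result was recomputed under the alternatives fixed in advance, and under a tract definition added later. For the changes below, the cause was not tested.

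Counts changed with the measure, the genes kept, the libraries fitted and the threshold. Requiring at least 10 counts in every library gave 702 mRNAs reduced and 908 increased in polysomes against the germarial control, 862 and 655 against the cyst control, and 320 and 394 against both. In the ratio 48 were then reduced, and in the input 168 were reduced and 305 increased. This filter removes mRNAs that fell to few counts. Fitting only the libraries of each comparison gave 574 reduced and 432 increased against the cyst control, 220 and 383 in polysomes against both controls, and 407 and 936 in the input. Under that fit 63.5% of the mRNAs changed in polysomes against both controls were increased, against 48.5% in the joint fit. With a Benjamini-Hochberg adjusted p-value under 0.05, 327 were reduced and 540 increased against the germarial control, 554 and 398 against the cyst control, and 161 and 204 against both. In the input 49 and 112 passed, and in the ratio 0 and 0, against 149 and 10 at an unadjusted P under 0.05. Using the polysome-to-input ratio in place of polysomes gave 149 reduced and 10 increased, of which 115 and 1 were among the 649 and 612. With limma voom, 1534 were increased against the cyst control, 1056 against both in polysomes and 919 in the input, and 224 were reduced in the ratio. With the replicate number as a block, 570 were reduced and 612 increased in polysomes against both controls. With the lysate as a block, 69 were reduced and 17 increased in the ratio. The count increased in the ratio was 23 with DESeq2 and 25 with all genes with at least 1 count. With RLE size factors, library size alone or no fold change minimum, every count was within 1.5 times its joint-fit value. The number of the 649 reduced mRNAs that stayed 2-fold lower went from 420 to 626, and of the 612 increased from 574 to 608, across the fits that each left out one replicate of a genotype.

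Nop60B mRNA kept its direction against the germarial control under all alternatives. Against the cyst control, its polysome change was 0.0791 with at least 10 counts in every library, and its input change went from -0.72 to 0.55 across the fits that left out one replicate. With limma voom, the Rbfox1 change in polysomes against the cyst control was 0.70 and the c(3)G change in the ratio against the cyst control was 0.0732. Across the fits that left out one replicate, changes against the cyst control spanned 0 for Nop10 (-0.0209 to 4.965), Gar1 (-1.78 to 0.14), Rbfox1 (-1.75 to 1.215), egl (-1.31 to 1.00) and raptor (-2.04 to 3.95) in polysomes, for Rbfox1 (-0.845 to 0.76) and ais (-0.27 to 0.10) in the input, and for cona (-1.24 to 0.23) in the ratio.

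The odds ratio of the 5-glutamine tract (0.712) stayed below 1 but no longer passed the threshold against unchanged genes (0.825), in the logistic regression (0.792), with at least 4 of 5 glutamines (0.935), with 5 CAG codons (0.842), with the added definition of at least 3 of 5 (0.935), for mRNAs reduced in the ratio (0.564), with all genes with at least 1 count (0.823), with the replicate block (0.810) and with adjusted p-values (0.677). It passed with DESeq2 (0.618), limma voom (0.557), RLE size factors (0.685), library size alone (0.673) and at least 10 counts in every library (0.552). For mRNAs reduced in the input it was 1.04. The odds ratio was 0.664 to 0.822 across the fits that left out one replicate. For mRNAs reduced in polysomes, no definition or background gave an odds ratio above 1 that passed the threshold. For mRNAs reduced in the input, the added definition of at least 3 of 5 gave 1.44 (Fisher's exact test, p = 0.00523, unadjusted for the 32 odds ratios of the main fit). Other odds ratios under 0.05 before such adjustment were below 1: for mRNAs increased in the input, 0.532 with 5 glutamines, 0.603 with 4 of 5, 0.498 with 5 CAG codons and 0.731 with 3 of 5; for mRNAs reduced in the ratio, 0.478 with 4 of 5; and for mRNAs reduced in polysomes whose input fell less than 2-fold, 0.662 with 3 of 5.

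With the inter-gene correlation fixed at 0.01, the lists passed the camera threshold with unchanged differences: meiosis -1.31 and -1.34, mitotic cell cycle -1.13 and -1.36, basement membrane 2.31 and 2.07 (germarial and cyst controls), and heat shock 3.39. With library size alone, the heat shock difference was 3.40 and passed the threshold. In the ratio the sign changed for meiosis (0.24 and 0.51) and the mitotic cell cycle (0.42 and 0.41). Across the fits that left out one replicate, the polysome differences kept their sign. Against the cyst control they went from -1.85 to -0.84 for meiosis, -1.44 to -1.28 for the mitotic cell cycle and 0.94 to 3.19 for the basement membrane. Against the germarial control they went from -1.57 to -1.05, -1.20 to -1.05 and 2.13 to 2.48. The heat shock difference went from 2.70 to 4.08.

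Some genes reduced in polysomes lost an unadjusted P under 0.05. With only the libraries of the comparison, these were c(3)G (-1.69), ais (-1.74) and CG7849 (-2.12) against the cyst control. With limma voom they were cona (-1.99) against the germarial control and ais (-1.08) against the cyst control. With RLE size factors (-1.43), all genes with at least 1 count (-1.53) and the replicate block (-1.47), CG7849 lost it against the germarial control. The ais ratio against the cyst control (-1.61) lost it with limma voom (-0.90), RLE size factors (-1.64), at least 10 counts in every library (-1.39), only the libraries of the comparison (-1.62) and the lysate block (-1.505). With only the libraries of the comparison, the ais ratio against the germarial control (-1.13) passed instead. Depth limits most the cyst control polysomes: thinning all libraries to 2780781 counts left 472 mRNAs reduced against both controls, 433 of them among the 649, and 620 increased.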

Differences from the paper's values

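The number of mRNAs reduced in polysomes against the cyst control was 1671, and the paper's value is about 1100 in Fig. 3C, read by eye. The paper's text does not say whether polysome levels or polysome-to-input ratios were compared, so the measures may differ. In the ratio, 488 were reduced against the cyst control here. Among the alternatives set before the data were examined, RLE size factors (1567), library size alone (1482), at least 10 counts in every library (862) and the replicate block (1430) came within 1.5 times the paper's value. DESeq2 (1759), limma voom (1950), all genes with at least 1 count (1684), only the libraries of the comparison (574), adjusted p-values (554) and no fold change minimum (1785) did not. The fits that left out one replicate count only how many of the 1671 stayed 2-fold lower (1221 to 1671), a number that cannot exceed 1671, so they are not set against the paper's value.

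The share of mRNAs reduced in polysomes with a glutamine tract was 6.88%, and the paper's share of targets with the 5-CAG motif is 39%. None of the alternatives set before the data were examined closed the gap; they ranged from 4.30% with 5 CAG codons to 15.5% with at least 4 of 5 glutamines. The definition of at least 3 of 5 glutamines, which was chosen after seeing the values, gave 39.1%, and the other tested coding genes then had 40.7%. The background share was 9.41%, and the paper's background share is 21.5%. With at least 4 of 5 glutamines the background share was 16.4%, within 1.5 times the paper's value; the other alternatives set before the data were examined ranged from 5.07% to 12.1%, and the added definition gave 40.7%.

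The paper states that the motif is more frequent in its targets than in the background. Here the odds ratio of the 5-glutamine tract was 0.712, and among mRNAs reduced in polysomes it was above 1 in few combinations. With 5 CAG codons it was 1.08 against unchanged genes (Fisher's exact test, p = 0.728) and 1.10 for mRNAs whose input fell less than 2-fold (Fisher's exact test, p = 0.837). With at least 3 of 5 glutamines it was 1.06 for mRNAs whose input fell at least 2-fold against both controls (Fisher's exact test, p = 0.656). In the logistic regression it was 1.06 with at least 4 of 5 glutamines and 1.05 with at least 3 of 5, and neither passed the threshold.

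The paper assigns the mitotic cell cycle to mRNAs with increased polysome association. Here 12 of 49 listed mitotic cell cycle genes were reduced and 0 were increased against both controls. Their camera difference in the ratio was positive (0.42 and 0.41) and did not pass the threshold. The paper assigns meiosis to reduced mRNAs; 9 of 43 listed genes were reduced, and the camera test passed only with the inter-gene correlation fixed at 0.01. The paper reports that bru1 mRNA in the germline was not significantly reduced, by in situ hybridization. In the input libraries of whole ovaries its log2 fold change was -4.76 against the germarial control and -3.92 against the cyst control. The paper also reports no egg chambers upon depletion, so the 2 measures cover different cells. The paper's motif search lists c(3)G and ais among targets with the motif. Here their longest run was 2 glutamines, and the definition of at least 3 of 5, chosen after seeing the values, was the one that included them.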

Other observations

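The tests of somatic and germline markers, of a sequencing run, of the tract definition, of coding sequence length, of mRNAs whose input fell, and of the motifs behind the paper's shares were chosen after the result was seen. Those of power, of depth and of the ratio of glutamine-tract mRNAs were set before. The tests of coding sequence length and of mRNA level were first set up, before the result was seen, as causes of an excess of glutamine tracts among reduced mRNAs. No excess was seen, so they were turned into tests of whether an excess was hidden.

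The power of the polysome-to-input ratio was examined because few mRNAs changed in it. In simulated counts, 39.8% of mRNAs lowered 4-fold in Nop60B RNAi polysomes alone were called in the ratio against both controls, below the level set beforehand as adequate. Only mRNAs with a mean of at least 10 CPM were lowered, and the larger spread of the cyst control replicates was not simulated. Simulated 4-fold increases were called at 47.8%. An average of 106.7 unchanged genes per simulation were called as well, counted in either direction and not separately. Chance without a preferred direction would give similar numbers of reduced and increased mRNAs. The 149 reduced beside 10 increased argue against such chance calls as the source of most of the reduced mRNAs. A lopsided share of chance calls was not tested and is not excluded. The simulation counted calls at an unadjusted P, so it does not bear on the 0 mRNAs past the adjusted threshold, beside 149 reduced and 10 increased at an unadjusted P under 0.05.

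Glutamine tracts were not more frequent among mRNAs reduced in polysomes, and 4 reasons that might hide an excess were tested. Longer coding sequences or higher expression could do so, but the odds ratio in the logistic regression was 0.792. Among mRNAs reduced in polysomes whose input fell less than 2-fold against each control, the odds ratio was 0.829 (Fisher's exact test, p = 0.758). With at least 4 of 5 glutamines it was 0.935. As a class, the 862 tested mRNAs with 5 consecutive glutamines had a ratio change 0.29 above the other genes against the germarial control and 0.23 above against the cyst control. Neither passed the camera threshold, and a lower value had been predicted if such mRNAs lose ribosomes. The direct contrasts of this class differed in direction between the controls: 0.50 in polysomes and 0.21 in the input against the germarial control (limma camera, adjusted p = 0.0924 and adjusted p = 0.208 over 7 contrasts), and -0.28 and -0.50 against the cyst control (adjusted p = 0.208 and adjusted p = 0.0680). The controls themselves differed for this class. Relative to the other genes, it was 0.72 higher in the cyst control input than in the germarial control input (limma camera, adjusted p = 0.0176 over 7 contrasts). The opposite directions in the input thus rest at least partly on the controls. None of the tests of the 4 reasons found a hidden excess.

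The paper's share of motif targets and its background share count different motifs: its methods describe 5 glutamines searched in proteins for the targets and 5 CAGs searched in coding sequences for the background, at the same P threshold. Of the definitions tested, the strictest that all 181 genes of the paper's target list met was at least 3 of 5 glutamines. It was met by 40.6% of the tested coding genes, close to the paper's share of targets. The paper's background sheet gives 3665 of 17024 genes (21.5%), a denominator near the number of annotated genes and not of coding genes. How far the difference between the shares rests on the motifs was not tested, since the searches were not repeated here.

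The replicates of the cyst control differed from each other more than those of the other genotypes. Of 6987 genes, 619 differed at least 4-fold between its inputs, against 12 in Nop60B RNAi and 19 in the germarial control. After all inputs were thinned to 8505612 counts, 604 still did, against 14 in the germarial control, so depth does not explain the difference between the inputs. The cyst control polysomes, with 2780781 and 13865679 counts, were not compared in this way, so depth is not excluded there. A different share of somatic to germline tissue is a candidate explanation: between the cyst control inputs, somatic marker genes moved against germline marker genes by a median of 2.05 on the log2 scale, with 19 of 23 somatic and 7 of 20 germline markers higher in replicate 1. The germline markers did not move together: in replicates 1 and 2, osk was at 14.96 and 699.5 CPM but qin at 230.5 and 85.56. Vitellogenic genes, a list of later stages, had a median log2 ratio of replicate 1 to 2 of -2.13, against -0.55 for germline markers. Of these, 9 of 24 vitellogenic genes were higher in replicate 1, among them Yp1 (946.8 and 381.9 CPM in replicates 1 and 2). Among the lower ones, Cp15 was at 17.7 and 537.3 CPM, Cp38 at 26.9 and 341.0, and yl at 62.0 and 840.7. A difference in stages between the replicates is thus not excluded either. A different sequencing run for replicate 1 is another candidate, since 0 libraries of other genotypes carried labels of the same form. The labels of replicate 1 also reuse sample indices carried by the germarial control polysomes. Run and replicate cannot be told apart.

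Nop60B mRNA in the cyst control input was lower than in the germarial control input (log2 fold change -1.62, edgeR adjusted p = 0.0394). Other mRNAs of the complex were also lower there, with -1.31 for Gar1 (adjusted p = 0.213) and -2.97 for NHP2 (adjusted p = 0.00838), and Nop10 was not (0.20, adjusted p = 0.947). In polysomes of Nop60B RNAi against the germarial and cyst controls, the log2 fold changes were -2.01 and -1.16 for Gar1, -1.94 and 0.67 for NHP2, and -0.84 and 0.87 for Nop10. They were -3.64 and -2.93 for RpS5b, -0.31 and -3.96 for RpS19b, -0.82 and 0.28 for RpL26, 0.96 and -1.08 for raptor, 0.54 and -0.63 for Atx2, and -0.60 and -0.60 for egl. They were -1.26 and 0.33 for Pus1, -1.48 and -2.13 for CG7849, and -1.12 and 1.19 for Pus10. Across fits that left out 1 replicate, the Pus10 change against the cyst control went from 0.26 to 11.22. Its cyst control polysome replicates were at 0 and 19.1 CPM. Sharing of reads between RpS5b or RpS19b and their paralogs was not tested. For bam, the changes were -3.75 and -6.35; the cyst control carries a bam transgene, whose reads are counted with the gene.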
